# Targeting the Mapk13‐Tcf1‐Slc7a5 Axis via One‐Carbon Metabolic Regulation to Prevent Chronic Allograft Vasculopathy

**DOI:** 10.1002/advs.202520815

**Published:** 2026-01-15

**Authors:** Wang Yi, Di Wu, Jing Liu, Shi Chen, Liu Song, Bin Xie, Aini Xie, Peixiang Lan, Zhishui Chen

**Keywords:** chronic allograft vasculopathy, methionine restriction, one‐carbon metabolism, stem cell‐like T cells, TCF1

## Abstract

Chronic allograft vasculopathy (CAV) is driven in part by stem‐like CD4^+^ T cells, but how these cells sustain their progenitor programs during chronic rejection remains unclear. Here, a metabolic‐epigenetic axis is identified in which Mapk13 phosphorylates Tcf1 at T289, enabling Tcf1 to activate the amino acid transporter Slc7a5 and enhance methionine uptake. This rewires one‐carbon metabolism and increases H3K4me3 enrichment at the *Tcf7* locus, thereby maintaining stem‐like CD4^+^ T cells within rejecting grafts. Disruption of this circuit‐via genetic deletion of Mapk13 or Slc7a5, or through dietary methionine restriction‐reduces Tcf1^+^ CD4^+^ T cell stemness and prevents CAV in mouse models. These findings reveal the Mapk13‐Tcf1‐Slc7a5 axis as a critical metabolic dependency of pathogenic T cells and highlight one‐carbon metabolism as a promising target to promote long‐term graft survival.

## 1 Introduction

Chronic allograft vasculopathy (CAV) represents a form of immune‐mediated allograft injury that occurs in transplanted kidneys during chronic rejection. CAV represents a localized manifestation of chronic rejection that affects the arteries of transplanted kidneys and serves as a hallmark histopathological feature of chronic rejection in all vascularized transplants. Its pathological characteristics include arterial hyperplasia and thickening in various branches of the graft's arteries, leading to luminal narrowing or complete occlusion. This process leads to ischemic atrophy of the graft parenchyma and subsequent fibrous tissue hyperplasia, ultimately culminating in widespread fibrosis and necrosis [1].

CD4^+^ T cells play a pivotal role in the development of CAV. Upon encountering an antigen, naive CD4^+^ T cells activate and differentiate into various effector helper T cell subtypes, contributing to vascular injury in transplanted allografts [2, 3]. Multiple studies demonstrate that CD4^+^ effector T cells alone are sufficient to drive chronic rejection and transplant vasculopathy, as their selective presence consistently induces intimal hyperplasia and progressive vascular injury across cardiac allograft models [4, 5, 6, 7]. Although the primary events and molecular pathways that trigger T cell activation are well‐characterized, the mechanisms that maintain CD4^+^ T cell stem cell‐like traits remain poorly understood [8]. The metabolic profiles of antigen‐induced stem cell‐like CD4^+^ T cells represent a key area of recent progress. These findings underscore the stem cell‐like traits of Tcf1^+^CD4^+^ T cells, characterized by self‐renewal and subsequent effector differentiation potential. Additional studies are required to identify the intrinsic mechanisms that control self‐renewal in CD4^+^ T cells and determine to what extent they shape CD4^+^ T cell responses.

Certain transcription factors, including Tcf1, Klf2, and Lef1, are known to be pivotal in promoting or maintaining T cell stemness [9]. Our previous study reported that Tcf1 in tumor‐reactive CD8^+^ T cells is regulated by Mapk13 phosphorylation [10]. Within CD4^+^ T cell subsets, Tcf1 phosphorylation is less well understood. It remains unclear how the stem cell‐like characteristics of CD4^+^ T cells are regulated at the molecular level. Metabolic pathways are controlled by members of the solute carrier family, who are instrumental in orchestrating the intake and efflux of a broad spectrum of metabolites, such as lipids, amino acids, and ions. Growing evidence suggests that metabolic pathways dictate T cell fate and shape their epigenetic and functional profiles [11]. Methionine acts as a universal methyl donor for histone methylation and is crucial in driving epigenetic reprogramming in CD4^+^ helper T cells.

Here, we demonstrate that Mapk13 phosphorylates Tcf1 in CD4^+^ T cells to initiate a stem‐like transcriptional program. Tcf1 subsequently upregulates Slc7a5 expression, thereby facilitating increased methionine uptake. Intracellular methionine serves as a methyl donor for the methionine cycle and modulates H3K4me3 deposition at the Tcf7 locus, which enhances Tcf7 transcription and sustains the stemness of CD4^+^ T cells. Accordingly, blockade of the Mapk13‐Tcf1‐Slc7a5‐methionine metabolic pathway disrupts CD4^+^ T cell stemness and ultimately alleviates CAV. Collectively, our findings uncover a surprising mechanism whereby coordinated metabolic and epigenetic remodeling in CD4^+^ T cells promotes graft survival.

## 2 Results

### 2.1 TCF1^+^CD4^+^ T Cells Accumulate in Transplanted Kidneys in Chronic T Cell‐Mediated Rejection

To elucidate the role of TCF1 in chronic rejection, renal allograft biopsy specimens were obtained from kidney transplant recipients diagnosed with chronic cellular rejection (CCR), as well as from recipients without evidence of rejection. These samples were subjected to single‐cell RNA sequencing, histopathological examination, and immunofluorescence staining. Following enzymatic dissociation of the biopsy tissues into single‐cell suspensions, CD45^+^ cells were isolated by flow cytometry and subsequently processed for single‐cell sequencing. All major renal parenchymal and immune cell populations were identified based on lineage‐specific marker expression (Figure 1A; Figure S1). In allografts with chronic cellular rejection, the proportions of both CD4^+^ and CD8^+^ lymphocytes were markedly elevated compared with non‐rejecting grafts (Figure 1B). At the single‐cell level, *TCF7* transcripts were predominantly expressed in CD4^+^ T cells. Notably, the abundance of CD4^+^ T cells exhibiting high *TCF7* expression was significantly increased in grafts with chronic rejection relative to those without rejection (Figure 1C,D). Additionally, transplanted kidney biopsy samples were collected for histopathological examination. Histological staining revealed significantly increased mononuclear cell infiltration in transplanted kidneys with chronic rejection compared to those without rejection. Arterial hyperplasia and thickening led to lumen narrowing or complete occlusion, with extensive fibrous tissue hyperplasia observed in transplanted kidneys with chronic rejection compared to those without rejection (Figure 1E). Multiplex immunohistochemistry (mIHC) staining further revealed significantly increased T cell infiltration in transplanted kidneys with chronic rejection compared to those without rejection, particularly with a significant increase in TCF1^+^CD4^+^ T cells (Figure 1F).

**FIGURE 1:**
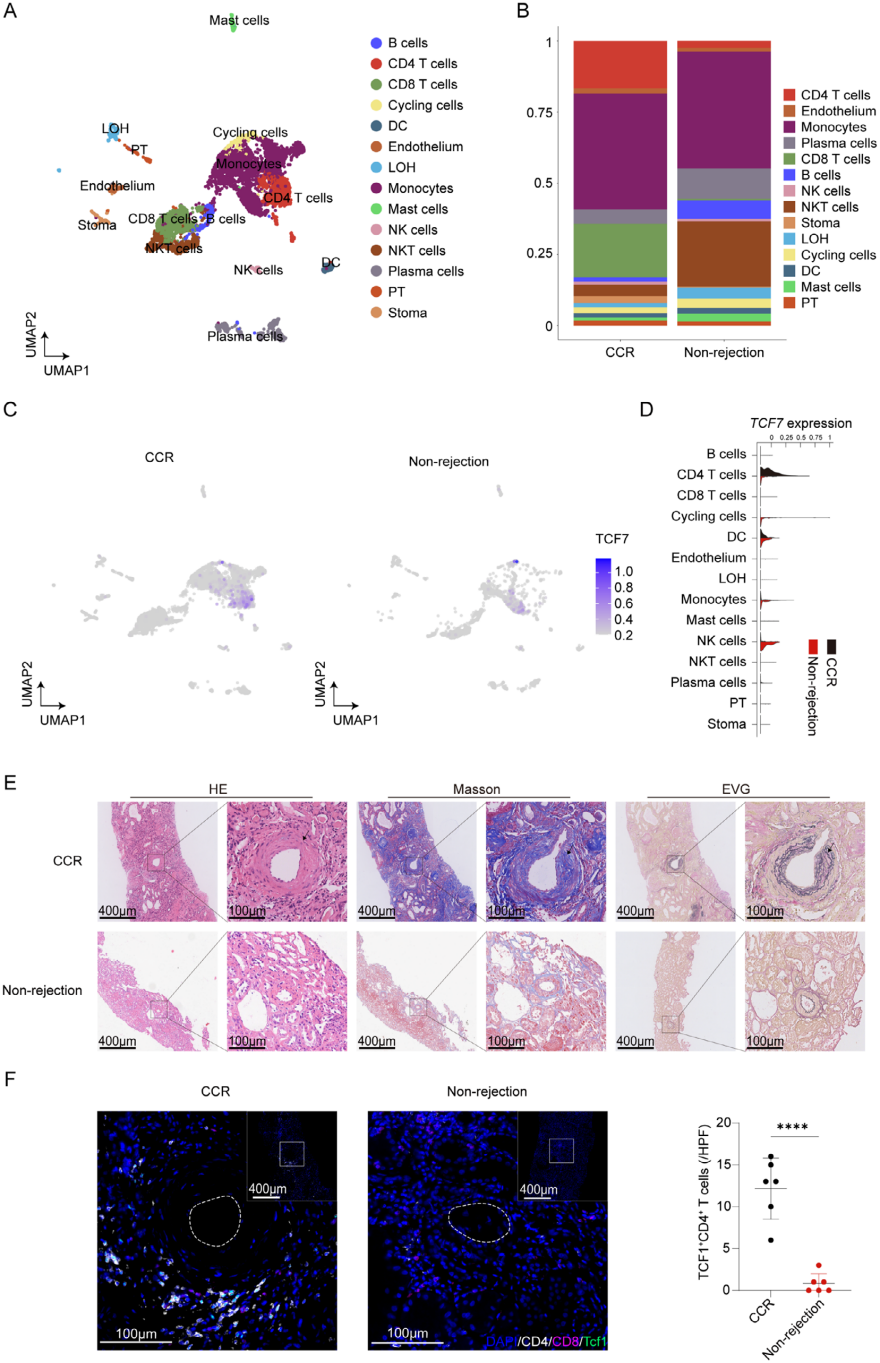
TCF1 expression profile in kidney transplant with chronic cellular rejection versus non‐rejection. (A) UMAP plots illustrating the major immune and parenchymal cell populations identified by single‐cell RNA sequencing in human renal allograft biopsies. (B) Relative proportions of the major immune and parenchymal cell populations in allografts diagnosed with chronic cellular rejection versus non‐rejection. (C) UMAP visualization of TCF7 expression across the identified cell clusters. (D) Violin plot quantifying TCF7 expression levels across different cell populations. (E) Representative histological staining of kidney allograft sections with chronic cellular rejection compared with non‐rejection allografts (*n* = 6). (F) Representative mIHC staining of kidney allograft sections with chronic cellular rejection compared with non‐rejection allografts (*n* = 6). ^****^ *p* < 0.00001.

### 2.2 Mapk13 Phosphorylates Tcf1 in CD4^+^ T Cells

Our previous research demonstrated that Mapk13 acts as a kinase that phosphorylates Tcf1 in CD8^+^ T cells. However, whether Mapk13 phosphorylates Tcf1 in CD4^+^ T cells, and the specific phosphorylation sites involved, remain unknown. To validate our hypothesis, CD4^+^ T cells were isolated from the spleen and stimulated with anti‐CD3/CD28 antibodies for 72 h. We performed co‐immunoprecipitation assays using anti‐Mapk13 antibodies and anti‐Tcf1 antibodies. The co‐IP results confirmed that Mapk13 interacts with Tcf1 (Figure 2A,B). To determine whether Mapk13 phosphorylated Tcf1 and to identify the specific phosphorylation site, we performed an IP‐MS assay using anti‐Mapk13 antibodies. Mass spectrometry analysis revealed that Tcf1 was phosphorylated at threonine 289 (Figure 2C). Z‐DOCK simulated the interaction between Mapk13 and phosphorylated Tcf1 (pT289‐Tcf1), with the highest‐ranked complex scoring 1312.603 (Figure 2D). To confirm the phosphorylation of Tcf1 by Mapk13, we performed an immunoprecipitation assay using an anti‐phospho‐threonine antibody. The results demonstrated that Tcf1 is phosphorylated by Mapk13 within the nucleus (Figure 2E,F). Additionally, treatment of CD4^+^ T cells with MAPK13‐inhibitors (17.1 µm) resulted in a significant decrease in both total Tcf1 and p‐Tcf1 levels (Figure 2G; Figure S2). Immunoprecipitation followed by mass spectrometry revealed that in CD4^+^ T cells treated with MAPK13‐inhibitors, the ratio of pT289‐Tcf1 to total Tcf1 was significantly reduced compared with controls (Figure 2H). To investigate the effects of Mapk13 inhibition on CD4^+^ T cell proliferation and differentiation, activated CD4^+^ T cells were treated with varying doses of MAPK13‐inhibitors or DMSO. The results demonstrated that MAPK13‐inhibitors suppressed CD4^+^ T cell proliferation and reduced Tcf1 expression in a dose‐dependent manner (Figure 2I,J). Furthermore, MAPK13‐inhibitors suppressed the differentiation of Th0 cells into Th1 and Th2 cells (Figure 2K,L). Bone marrow‐derived mesenchymal stem cell‐induced and activated dendritic cells were used to activate CD4^+^ T cells for mixed lymphocyte culture assays. Consistent with the results from anti‐CD3/CD28 antibodies‐stimulated CD4^+^ T cells, proliferation and Tcf1 expression in CD4^+^ T cells treated with MAPK13‐inhibitors were suppressed (Figure S3A,B).

**FIGURE 2:**
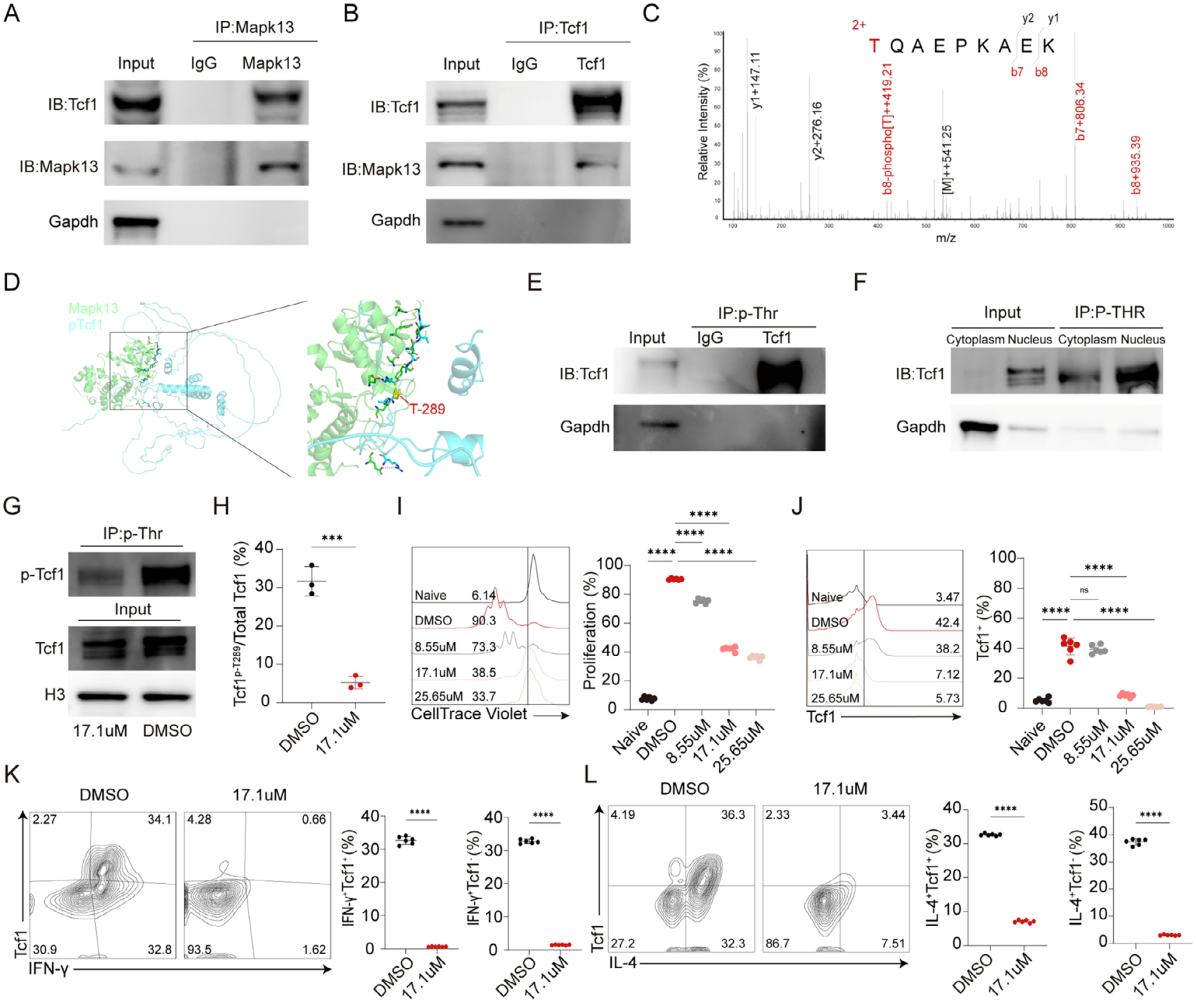
Regulation of Tcf1 phosphorylation and expression by Mapk13. (A–F) CD4^+^ T cells were isolated from the spleen and stimulated with anti‐CD3/CD28 antibodies for 72 h. The cells were then collected for co‐immunoprecipitation, mass spectrometry, IP, and immunoblots. (A,B) Co‐IP was performed to detect the interaction between Mapk13 and Tcf1. (C) Phospho‐proteomics using mass spectrometry to identify Tcf1 phosphorylation sites. (D) Interactive docking analysis predicting the binding of Mapk13 to Tcf1. (E) Immunoprecipitation was performed using anti‐Phospho‐Threonine antibodies to detect phosphorylated Tcf1. (F) Cytoplasmic and nuclear proteins were extracted separately and divided equally into two portions: one for Input and the other for IP. IP was performed to enrich phosphorylated proteins from both the cytoplasm and nucleus separately, while anti‐Tcf1 antibodies were used to detect the protein levels of total Tcf1 and phosphorylated Tcf1 in both compartments. The loading volumes for Cytoplasm Input, Nucleus Input, Cytoplasm IP, and Nucleus IP were identical. (G–J) CD4^+^ T cells were isolated from the spleen and stimulated with anti‐CD3/CD28 antibodies in the presence of MAPK13‐inhibitors or DMSO for 72 h, after which the cells were collected for IP, immunoblots, flow cytometry, and RT‐qPCR. (G) Protein levels of total Tcf1 and p‐Tcf1 in the nucleus of cells treated with MAPK13‐inhibitors compared to those treated with DMSO. (H) Relative abundance of pT289‐Tcf1 to total Tcf1 in CD4^+^ T cells treated with DMSO or MAPK13‐inhibitors (*n* = 3). (I,J) Proliferation (I) and (J) Tcf1 expression of cells treated with MAPK13‐inhibitors at varying concentrations or DMSO was assessed by flow cytometry (*n* = 6). (K–M) CD4^+^ T cells were isolated from the spleen and stimulated with anti‐CD3/CD28 antibodies in the presence of different cytokines and MAPK13‐inhibitors (17.1µm) or DMSO for 72 h, after which the cells were collected for flow cytometry analysis. Representative flow cytometry plots and proportions of cells treated with MAPK13‐inhibitors (17.1 µm) compared to those treated with DMSO (*n* = 6). (K) IL‐12 (10 ng/mL), IL‐2 (10 ng/mL), and anti‐IL‐4 (10 µg/mL) were used to induce Th1 cells. (L) IL‐4 (10 ng/mL), IL‐2 (5 ng/mL), anti‐IFN‐γ (10 µg/mL), and anti‐IL‐12 (10 µg/mL) were used to induce Th2 cells (*n* = 6). ns, not significant, ^*^ *p* < 0.01, ^**^ *p* < 0.001, ^***^ *p* < 0.0001, ^****^ *p* < 0.00001.

### 2.3 Deletion of Mapk13 in T Cells Reduces CAV

Consistent with previous studies, depletion of Cd4^+^ or Cd8^+^ T cells prior to CAV induction revealed that Cd4^+^ T cells, rather than Cd8^+^ T cells, play a dominant role in the development of CAV (Figure S4). Since Mapk13 inhibition reduces Tcf1 phosphorylation in CD4^+^ T cells, we generated Mapk13^−/−^ mice to investigate the impact of Mapk13 deletion on CAV. Hearts from BALB/c mice were heterotopically transplanted into the abdomens of Mapk13^fl/fl^ and Mapk13^−/−^ recipient mice. To establish the CAV model, recipient mice received 10 mg/kg Ctla4 Ig intraperitoneally 1 day before and after transplantation (Figure 3A). Transplanted hearts in Mapk13^fl/fl^ recipient mice ceased beating between days 26 and 34, whereas those in Mapk13^−/−^ mice remained functional until days 62–73 (Figure 3B). Transplanted hearts harvested on day 30 after transplantation of Mapk13^−/−^ recipient mice were notably smaller compared with those of Mapk13^fl/fl^ recipient mice (Figure 3C). In Mapk13^fl/fl^ recipient mice, transplanted hearts exhibited diffuse mononuclear cell infiltration, with focal accumulation around coronary arteries. In contrast, Mapk13^−/−^ recipient mice displayed significantly reduced mononuclear cell infiltration (Figure 3D). Transplanted hearts in Mapk13^fl/fl^ recipient mice exhibited extensive fibrous tissue hyperplasia and centripetal coronary artery narrowing, accompanied by yellow lipid plaque deposition in the intima (Figure 3D). In contrast, transplanted hearts from Mapk13^−/−^ recipient mice exhibited significantly reduced fibrous tissue hyperplasia, with minimal thickening and narrowing of the coronary lumen (Figure 3D). Although some arteries exhibited intimal hyperplasia and elastic fiber damage, the majority of coronary lumens and fibers maintained normal structural integrity (Figure 3D). CAV severity in transplanted hearts was assessed based on interstitial inflammation (i), vascular fibrous intimal thickening (v), and the percentage of vascular fibrous intimal thickening (pv) (Table 1) [1]. Transplanted hearts of Mapk13^−/−^ recipient mice exhibited significantly lower CAV scores compared to those of Mapk13^fl/fl^ recipient mice (Figure 3E). CD4^+^ T cells and CD8^+^ T cells prominently aggregated around coronary arteries, contributing to CAV in transplanted hearts of Mapk13^fl/fl^ recipient mice. The infiltrating T cells in the transplanted hearts of Mapk13^−/−^ recipient mice were significantly reduced compared with those of Mapk13^fl/fl^ recipient mice. Furthermore, Tcf1^+^ T cells were also significantly reduced in the transplanted hearts of Mapk13^−/−^ recipient mice (Figure 3F). The proportions of CD4^+^, CD8^+^, CD62l^+^Tcf1^+^CD4^+^, and CD62l^+^Tcf1^+^CD8^+^ T cells infiltrating the transplanted hearts were significantly lower in Mapk13^−/−^ recipient mice than in Mapk13^fl/fl^ mice (Figure 3G–I; Figure S5A). The absolute numbers of infiltrating CD4^+^ T cells and Tcf1^+^CD4^+^ T cells in transplanted hearts were significantly reduced in Mapk13^−/−^ recipient mice compared with Mapk13^fl/fl^ mice (Figure S5B). No significant differences were found in the overall proportions of CD4^+^ and CD8^+^ T cells in the peripheral blood or spleen, whereas CD62l^+^Tcf1^+^CD4^+^ and CD62l^+^Tcf1^+^CD8^+^ T cells were reduced in Mapk13^−/−^ recipients (Figure 3J–O).

**FIGURE 3:**
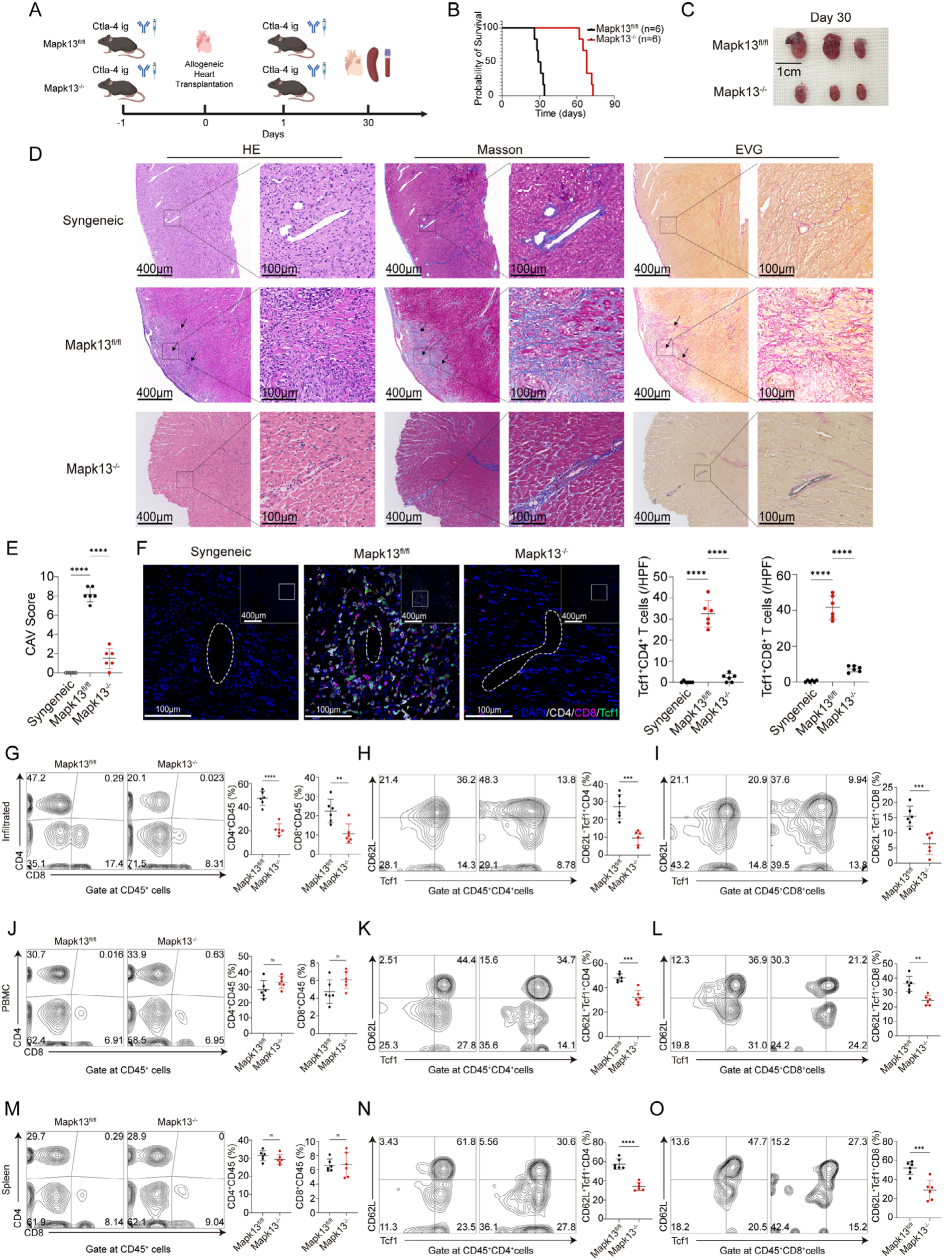
Mapk13 deletion reduces CAV. (A) Construction of the CAV model in Mapk13^fl/fl^ and Mapk13^−/−^ recipient mice. (B) Survival curves of transplanted hearts in syngeneic, Mapk13^fl/fl^ and Mapk13^−/−^ recipient mice (*n* = 6). (C–F) Transplanted hearts from syngeneic, Mapk13^fl/fl^ and Mapk13^−/−^ recipient mice were harvested on day 30 post‐heart transplantation. Morphological comparisons (C), representative histological staining (D), chronic allograft vasculopathy (CAV) scores (E), and representative mIHC staining (F) of transplanted hearts (*n* = 6). (G–O) Representative flow cytometric plots of CD4^+^ T cells and CD8^+^ T cells, as well as overlay histograms of CD62l^+^Tcf1^+^CD4^+^T cells and CD62l^+^Tcf1^+^CD8^+^T cells, along with their proportions, from transplanted hearts, peripheral blood, and spleens of Mapk13^fl/fl^ and Mapk13^−/−^ recipient mice (*n* = 6). ns, not significant, ^*^ *p* < 0.01, ^**^ *p* < 0.001, ^****^ *p* < 0.00001.

**TABLE 1:** Chronic allograft vasculopathy scores.

CAV score	Abbreviation	0	1	2	3
interstitial inflammation	I	<10%	10%–25%	26%–50%	>50%
vascular fibrous intimal thickening	V	None	≤25%	26%–50%	>50% reduction in luminal area
percentage of vascular fibrous intimal thickening	Pv	<10%	10%–25%	26%–50%	>50%

### 2.4 Tcf1 Positively Regulates the Transcription of *Slc7a5*

Tcf1 exhibits transcription factor activity, modulating gene expression by binding to the promoter region. 

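CD4+ T cells isolated from mouse spleen and stimulated with anti-CD3/CD28 antibodies were treated with MAPK13-inhibitors, compounds that block the kinase encoded by *Mapk13*, or with the solvent DMSO. Their polyadenylated RNA was sequenced in 3 libraries per group. The paper gives a dose of 17.1 µM and 72 h of stimulation in the presence of the inhibitor, whereas the sample labels of replicates 2 and 3 place its addition after day 1 of stimulation. The libraries came in 2 batches. The replicate 1 pair was made with a stranded mRNA kit, and replicates 2 and 3 of each group were made with poly-T beads. For replicates 2 and 3 the authors deposited the number of reads counted on each of 35602 genes, named by gene symbol. The totals were 26874805 and 28487403 counts in the DMSO libraries and 33854760 and 32617702 counts in the MAPK13-inhibitors libraries. For the replicate 1 pair the authors deposited normalized values for 34714 genes, which sum to 405150 and 390729 and are read here as FPKM (fragments scaled for gene length and library size), a unit inferred from the values. Their depth is unknown, so this pair entered no test and is given as values, with log2 ratios on the scale of log2(FPKM + 1). Reads had been quality-filtered, aligned to the mouse reference genome and quantified by the authors, with the aligner, genome build and annotation not stated in the paper's text. The counts were scaled by edgeR's TMM method and compared, 2 libraries against 2, over the 16269 genes that passed its filter on low counts. The 2 replicates of a group differed by more than the sampling noise (chi-square per gene with a mean of 3.28 and a median of 1.07 in DMSO, and a mean of 10.8 and a median of 2.61 with the inhibitor) and were not treated as copies of 1 library, which does not show that they came from separate cultures. A count of 3, taken as the limit that a count of 0 allows, covers counting error only. Before TMM scaling this count is worth 0.0886 to 0.112 CPM (counts scaled to the library total) in these libraries. The fold bounds below use TMM-scaled values. Transcripts typical of B cells were also present in these libraries, with at least 219 counts for each of 12 marker genes in both DMSO libraries. Per kilobase of transcript, their ratio to 7 CD4 T cell markers was 3.11 and 2.97 in DMSO replicates 2 and 3. It was 6.43 and 5.82 in the inhibitor replicates, and 0.31 and 0.35 in the replicate 1 pair. A ratio of marker RNA is not a share of cells, but the fold changes below may not describe CD4+ T cells alone.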

To investigate how CD4^+^ T cells maintain their stem cell‐like properties, we conducted RNA‐seq to analyze gene expression differences between MAPK13‐inhibitors‐treated and DMSO‐treated cells. 

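Expression differed between MAPK13-inhibitors-treated and DMSO-treated cells for 10374 of the 16269 genes tested (63.8%) at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 5252 were lower and 5122 were higher than in DMSO-treated cells. With an unadjusted p-value under 0.05 and an absolute log2 fold change over 1, 3917 genes passed, of which 1713 (43.7%) were lower and 2204 were higher. The filter on low counts moved this number most among the settings of the same test, to 2567 genes when at least 10 counts were required in every library. Of these, 1302 (50.7%) were lower and 1265 were higher. With libraries scaled by their totals, a setting chosen after seeing the data, 1390 (34.8%) were lower and 2607 were higher. The common biological coefficient of variation between replicates was 0.0659. Of the 10374 genes, 6712 changed in the same direction in all 3 replicate-numbered pairs, the replicate 1 pair included. Ranked by fitted log2 fold change, the largest falls in that group were in genes with 0 counts in both MAPK13-inhibitors libraries. Only a lower bound on their change can be given, so genes with a measured change may exceed some of them. *Foxf2*, at 1.77 ± 0.147 CPM (SD, n = 2) in DMSO-treated cells, was at least 20.5-fold lower (adjusted p = 1.35e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fut1*, *Gm30874*, *Galnt5* and *Gm50599* were at least 12.9-fold, 12.7-fold, 8.65-fold and 7.45-fold lower, respectively. The largest rises by the same ranking, with the same limit, were in genes with 0 counts in both DMSO libraries. *2900060B14Rik*, at 2.23 ± 1.19 CPM (SD, n = 2) with the inhibitor, was at least 19.7-fold higher (adjusted p = 7.09e-05 from the same edgeR test with Benjamini-Hochberg adjustment). *Gm41795*, *Calcb*, *Wnt9b* and *Gm40275* were at least 14.4-fold, 12.9-fold, 11.2-fold and 9.66-fold higher. Without MAPK13-inhibitors replicate 2 the bounds of *2900060B14Rik* and *Gm41795* were 12.2-fold and 9.11-fold. All 10 genes were expressed at low levels, and in the replicate 1 pair the fall of *Foxf2* was from 1.26 to 0.772 FPKM.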

Among 517 differentially expressed genes, 310 were downregulated in MAPK13‐inhibitors‐treated CD4^+^ T cells. 

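Transporter genes were compared as sets with camera, a test of whether the genes of a set move together relative to all other genes. The 256 solute carrier (*Slc*) genes tested had a median log2 fold change of 0.03 (0.02 without MAPK13-inhibitors replicate 2) and did not pass camera (adjusted p = 0.862 with Benjamini-Hochberg adjustment). Their median log2 ratio in the replicate 1 pair was 0.13, above the middle 95% of random lists of the same size and level (0.04 to 0.12). Of these genes, 85 were lower and 95 were higher at an adjusted p-value under 0.05, or 87 and 96 when adjusted over the list alone. The 169 genes tested of the Reactome set for solute carrier-mediated transmembrane transport had a median of 0.09 (adjusted p = 0.862 from camera with Benjamini-Hochberg adjustment). In this set 53 genes were lower and 67 were higher, or 54 and 68 when adjusted over the list alone. By contrast, a list of amino acid transporters, of which 32 were tested, was lower, with a median of −0.28 (adjusted p = 0.00272 from camera with Benjamini-Hochberg adjustment). In this list 15 genes were lower and 8 were higher, or 16 and 8 when adjusted over the list alone. The call was moved most by estimating the correlation between genes from the data, which gave an adjusted p of 0.304 from camera, and it was also lost without the filter on low counts (adjusted p = 0.0763 from camera). The adjusted p ranged from 0.00101 to 0.304 over all alternatives. The 23 genes tested of the Reactome set for amino acid transport across the plasma membrane had a median of −0.46 (adjusted p = 0.000976 from camera with Benjamini-Hochberg adjustment). Of these, 12 were lower and 5 were higher, or 13 and 5 when adjusted over the list alone. Without the filter its adjusted p was 0.051 from camera, within a range of 0.000575 to 0.304 over the alternatives. The median log2 ratio of the 32 amino acid transporters in the replicate 1 pair was 0.03, inside the middle 95% of random lists of the same size and level, and it was −0.22 over the 22 of these genes with at least 1 FPKM in both libraries. Of 28 gene sets tested in all, 17 had an adjusted p-value under 0.05 from camera with a preset correlation of 0.01. With fry, a rotation test, 15 of these 17 also passed, the cell cycle and sterol synthesis lists being the exceptions. With the correlation estimated from the data 0 passed, and 3 had an unadjusted p-value under 0.05.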

Enrichment analysis of biological processes and molecular functions revealed a downregulation in transmembrane transport (Figure 4A). 

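The 150 genes tested of the Reactome set for metabolism of amino acids and derivatives were lower in MAPK13-inhibitors-treated cells, with a median log2 fold change of −0.18 (adjusted p = 0.00043 from camera with Benjamini-Hochberg adjustment). In this set 73 genes were lower and 35 were higher at an adjusted p-value under 0.05, or 73 and 37 when adjusted over the list alone. The 35 genes of cysteine and methionine metabolism had a median of −0.43, with 19 lower and 7 higher (the same numbers adjusted over the list alone), and an adjusted p of 0.000106 from camera. The 17 genes of serine and glycine synthesis had a median of −0.53, with 10 lower and 2 higher (the same adjusted over the list alone), and an adjusted p of 0.00043 from camera. The Reactome sets for amino acid synthesis and for sulfur amino acid metabolism had medians of −0.72 and −0.41 (adjusted p = 5.02e-07 and 0.0173 from camera), with 9 genes lower and 3 higher in the former and 12 lower and 4 higher in the latter, also when adjusted over the list alone. The folate one-carbon list was below all genes in its median, −0.13, but did not pass the test (adjusted p = 0.0954 from camera with Benjamini-Hochberg adjustment). Of its 20 genes tested, 8 were lower and 5 were higher, also when adjusted over the list alone. Under the alternative settings its adjusted p ranged from 0.0251 with fry to 0.445 with camera and an estimated correlation. It also passed with the replicate number as a block (adjusted p = 0.0265 from camera). Without MAPK13-inhibitors replicate 2 its median was −0.07. When libraries were scaled by their totals, a setting chosen after seeing the data, it was −0.0068. Single genes of the list fell by more, *Aldh1l2* with a log2 fold change of −2.54 (standard error 0.0913), *Shmt2* with −1.71 and *Mthfd2* with −1.43. *Psat1* (−1.23, standard error 0.0612), *Phgdh* (−1.04, standard error 0.0538) and *Got1* (−1.42, standard error 0.0639) of the serine and methionine lists were also lower. Alanine, aspartate and glutamate metabolism (20 genes, 8 lower and 6 higher, median −0.15, adjusted p = 0.174 from camera) and glutathione metabolism (31 genes, 12 lower and 10 higher, median −0.09, adjusted p = 0.143 from camera) did not pass. Both did with fry (adjusted p = 0.0177 and 0.00876, the lowest values of the alternatives, of which the highest was 0.445 for each), and their numbers of genes were the same adjusted over the list alone. The median of the glutathione list was −0.19 without DMSO replicate 2, and it was above 0, at 0.04, when libraries were scaled by their totals, a setting chosen after seeing the data. In the replicate 1 pair the medians were −0.22 for cysteine and methionine metabolism, −0.18 for serine and glycine synthesis, −0.30 for the folate list, 0.21 for alanine, aspartate and glutamate metabolism and 0 for glutathione metabolism.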

Pathway enrichment analysis identified a downregulation in the metabolism of various amino acids (Figure 4B). The volcano plot displayed downregulation of amino acid transporter genes *Slc6a9*, *Slc7a3*, *Slc7a5*, *Slc6a10*, and *Slc1a4*, along with an upregulation of *Slc3a1* and *Slc6a19* (Figure 4C). 

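*Slc7a5*, which encodes the light chain of a large neutral amino acid transporter, was at 606 ± 23.0 CPM (SD, n = 2) in DMSO-treated cells and 133 ± 6.42 CPM (SD, n = 2) in MAPK13-inhibitors-treated cells, normalized by TMM. Its log2 fold change was −2.19 (standard error 0.0592, adjusted p = 4.10e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between −2.24 and −2.14 with each library left out in turn. Scaling by library totals, an alternative chosen after seeing the data, moved it most among the settings that used all 4 libraries, to −2.06. *Slc6a9* fell from 89.4 ± 5.85 to 12.1 ± 3.17 CPM (SD, n = 2 per group), a log2 fold change of −2.89 (standard error 0.139, adjusted p = 1.08e-07 from the same edgeR test with Benjamini-Hochberg adjustment). *Slc7a3* fell from 91.5 ± 1.31 to 15.3 ± 2.58 CPM, with a log2 fold change of −2.58 (standard error 0.104, adjusted p = 3.63e-08 from the same edgeR test). *Slc1a4* fell from 93.1 ± 1.14 to 23.7 ± 1.98 CPM, with a log2 fold change of −1.97 (standard error 0.0795, adjusted p = 3.63e-08 from the same edgeR test). *Slc16a10*, the name that Fig. 4C carries, fell from 28.7 ± 0.198 to 7.30 ± 1.44 CPM, with a log2 fold change of −1.97 (standard error 0.133, adjusted p = 7.68e-07 from the same edgeR test). No gene is listed under the symbol *Slc6a10* in the values used here. All 5 genes were also lower in the replicate 1 pair, from 142 to 41.5 FPKM for *Slc7a5*, 25.9 to 4.82 for *Slc6a9*, 36.2 to 5.66 for *Slc7a3*, 12.2 to 3.78 for *Slc1a4* and 6.27 to 2.58 for *Slc16a10*.
In DMSO-treated cells *Slc3a1* and *Slc6a19* were expressed at far lower levels than the transporters that fell. *Slc3a1* rose from 1.89 ± 0.0176 to 15.9 ± 1.70 CPM (SD, n = 2 per group), a log2 fold change of 3.07 (standard error 0.162, adjusted p = 1.79e-07 from the same edgeR test). *Slc6a19* rose from 2.04 ± 0.858 to 6.34 ± 0.677 CPM, a log2 fold change of 1.63 (standard error 0.252, adjusted p = 0.000245 from the same edgeR test). The value for *Slc6a19* rested on 37 and 72 counts in the DMSO libraries and was 2.14 without DMSO replicate 3 and 1.26 without DMSO replicate 2. In the replicate 1 pair *Slc3a1* was at 0.181 and 0.348 FPKM and *Slc6a19* at 0.156 and 0.146 FPKM, so the rise of *Slc6a19* was not seen there.

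**Figure D1:**
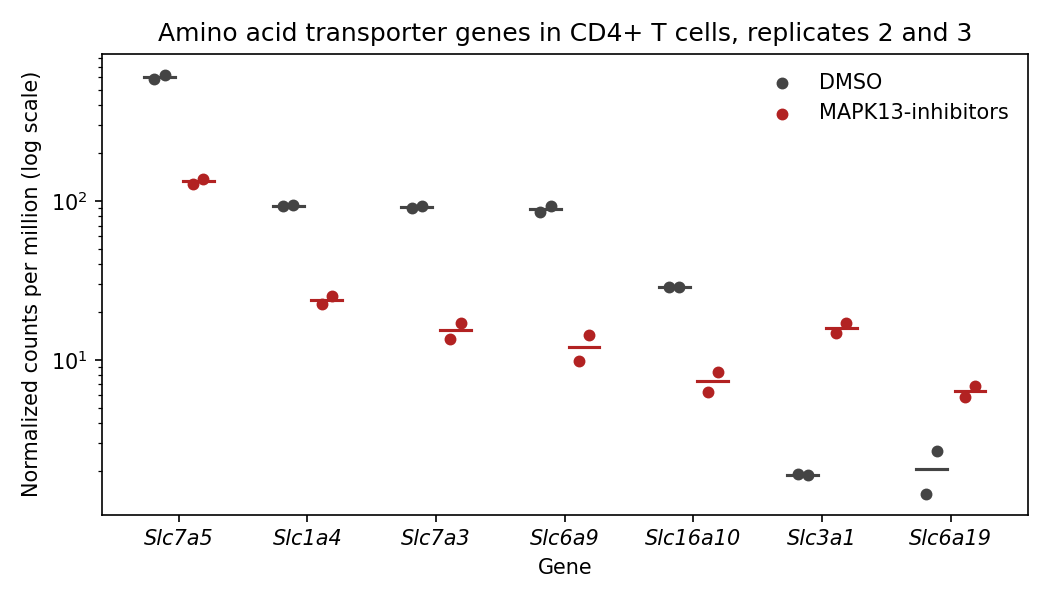
Normalized expression (CPM, log axis) of the 7 transporter genes in replicates 2 and 3 of DMSO-treated (grey) and MAPK13-inhibitors-treated (red) CD4+ T cells, with each point 1 library and each bar the mean of a group. Both inhibitor libraries lie below both DMSO libraries for *Slc7a5*, *Slc1a4*, *Slc7a3*, *Slc6a9* and *Slc16a10*, and above them for *Slc3a1* and *Slc6a19*.

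From the reduced binding of Tcf1 at the *Slc7a5* promoter (Fig. 4F), which it sets beside the lower *Slc7a5* mRNA, the paper proposes that Tcf1 promotes *Slc7a5* transcription. It also reports a dual-luciferase assay of a promoter fragment, mutants of Tcf1 at its phosphorylation site and a knockdown of *Tcf7* (Fig. 4G, 4I and 4J).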

Previous studies suggest that the amino acid transporters Slc7a5, Slc38a1, Slc38a2, and Slc43a2 are involved in methionine transport, with Slc7a5 being the most abundant in activated CD4^+^ T cells [12, 13]. Additionally, RT‐qPCR analysis confirmed a significant downregulation of *Tcf7* and *Slc7a5* mRNA expression in CD4^+^ T cells treated with the MAPK13‐inhibitors (Figure 4D). Consistent with mRNA expression levels, a significant reduction in Slc7a5 protein levels was observed in CD4^+^ T cells treated with MAPK13‐inhibitors (Figure 4E). To investigate the regulation of *Slc7a5* transcription by Tcf1, we performed ChIP‐seq using anti‐Tcf1 antibodies. In cells treated with MAPK13‐inhibitors, Tcf1 binding to the promoter regions of *Slc7a5*, *Tcf7*, and *Lef1* was markedly reduced, suggesting that Tcf1 promotes *Slc7a5* transcription, consistent with the decreased *Slc7a5* mRNA expression (Figure 4F). Moreover, Tcf1 does not bind to the promoter regions of *Slc1a4*, *Slc16a10, Slc6a9*, and *Slc7a3* (Figure S6). Based on ChIP‐seq results indicating potential Tcf1 binding sites in the *Slc7a5* promoter, a 100‐bp fragment was designed and cloned into a PGL3 plasmid containing the firefly luciferase gene. Dual‐luciferase assays confirmed Tcf1 binding to the 100‐bp fragment of the *Slc7a5* promoter (Figure 4G). Additionally, motif prediction using the JASPAR database identified the most probable Tcf1 binding motif in the *Slc7a5* promoter region, matching the sequence “AGATAAAAGG” with a relative score of 0.888 (Figure 4H). To verify the binding of p‐Tcf1 to the *Slc7a5* promoter, we constructed pCDH‐Tcf1 plasmids. The pCDH‐Tcf1 plasmid was constructed for Tcf1 at T289. The threonine codon “ACA” was mutated to glutamic acid (E) “GAA” to mimic phosphorylation (pCDH‐Tcf1^T289E^), and to alanine (A) “GCA” to mimic dephosphorylation (pCDH‐Tcf1^T289A^). CD4^+^ T cells were infected with pCDH‐Tcf1^T289E^, pCDH‐Tcf1^T289A^, or pCDH‐Tcf1 lentiviruses. RT‐qPCR analysis revealed that compared to CD4^+^ T cells infected with lentivirus carrying pCDH‐Tcf1^T289A^ or pCDH‐Tcf1, CD4^+^ T cells infected with lentivirus carrying pCDH‐Tcf1^T289E^ exhibited significantly higher expression levels of *Tcf7* and *Slc7a5* (Figure 4I). In addition, CD4^+^ T cells were infected with pCDH‐H1‐EF1‐Puro (scramble) or murine Tcf1 shRNA retroviruses. RT‐qPCR analysis revealed that knockdown of *Tcf7* mRNA led to a significant downregulation of both *Tcf7* and *Slc7a5* mRNA (Figure 4J). These findings demonstrated that in Tcf1^+^CD4^+^ T cells, p‐Tcf1 promotes *Slc7a5* transcription by binding directly to the *Slc7a5* promoter region.

**FIGURE 4:**
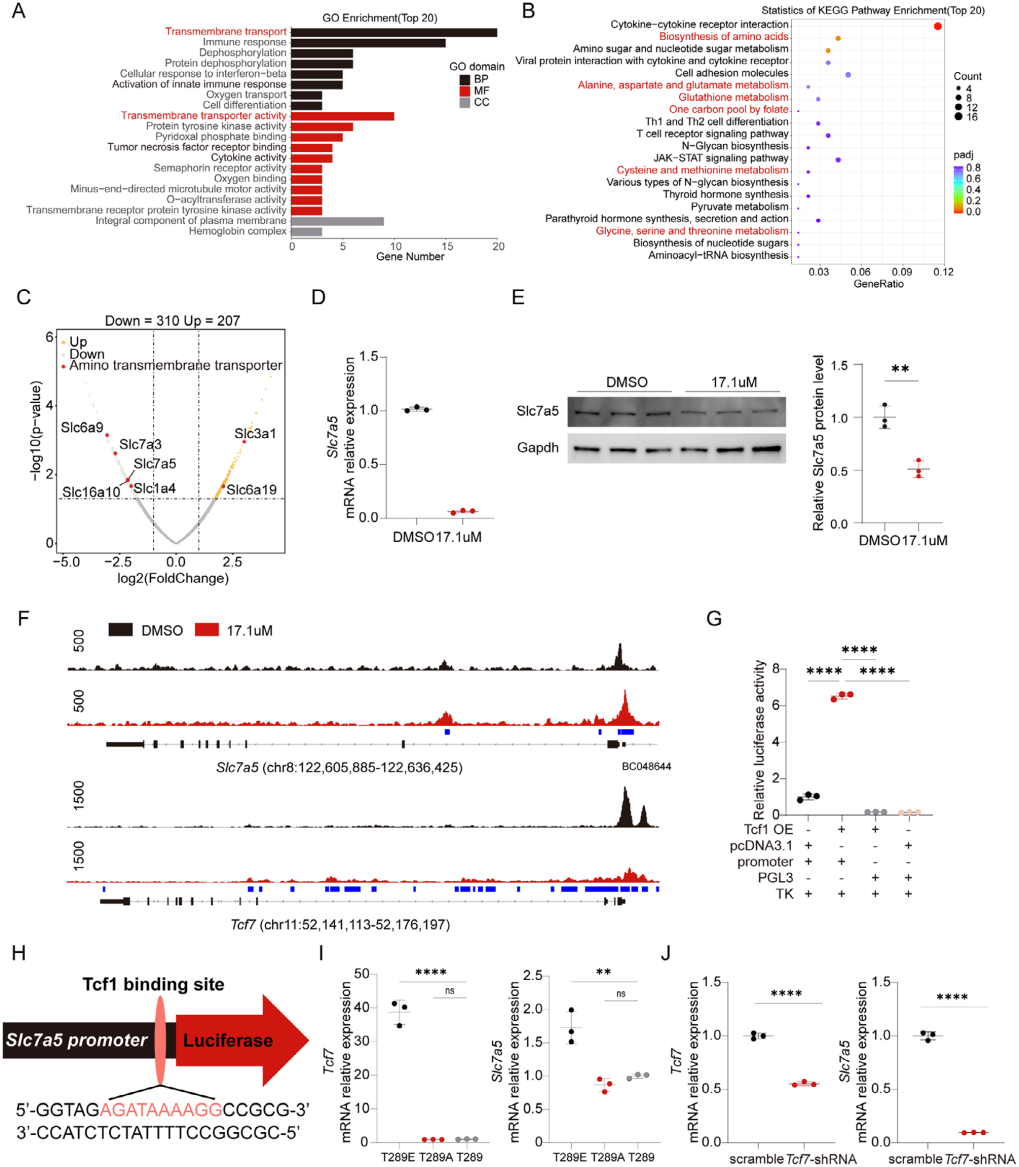
Tcf1 positively regulates *Slc7a5* transcription. (A–G) CD4^+^ T cells were isolated from the spleen and stimulated with anti‐CD3/CD28 antibodies in the presence of MAPK13‐inhibitors (17.1 µm) or DMSO for 72 h. The cells were then collected for RNA‐seq, RT‐qPCR, western blotting, and ChIP‐seq. (A) Gene Ontology enrichment analysis showing the top 20 downregulated terms ranked by gene ratio. (B) KEGG pathway enrichment analysis. (C) Volcano plot of RNA‐seq results displaying upregulated and downregulated genes. (D) Relative mRNA expression levels of *Tcf7* and *Slc7a5* (*n* = 3). (E) Protein levels of Slc7a5 (*n* = 3). (F) ChIP‐seq tracks of Tcf1 binding at *Slc7a5 and Tcf7* loci. Differential binding analysis was performed using MACS2. (G) Dual‐luciferase assay detecting Tcf1 binding to a 100‐bp promoter fragment of *Slc7a5* (*n* = 3). (H) Predicted Tcf1 binding site in the *Slc7a5* promoter fragment identified using JASPAR. (I). Splenic CD4^+^ T cells stimulated with anti‐CD3/CD28 antibodies for 24 h were infected with lentivirus carrying murine pCDH‐Tcf1^T289E^, pCDH‐Tcf1^T289A^ or pCDH‐Tcf1. CD4^+^ T cells were collected 48 h post‐infection, and RT‐qPCR was performed to detect the mRNA expression levels of *Tcf7* and *Slc7a5* (*n* = 3). (J) Splenic CD4^+^ T cells stimulated with anti‐CD3/CD28 antibodies for 24 h were infected with pCDH‐H1‐EF1‐Puro scramble control or murine Tcf1 shRNA retroviruses. RT‐qPCR was performed to detect the mRNA expression levels of *Tcf7* and *Slc7a5* (*n* = 3). ^**^ *p* < 0.001, ^***^ *p* < 0.0001, ^****^ *p* < 0.00001.

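Hemoglobin genes, which carry the oxygen transport terms among the terms plotted, were counted at low levels and were higher with MAPK13-inhibitors. *Hbb-bs* had 51 and 47 counts in the DMSO libraries and 1048 and 744 counts in the MAPK13-inhibitors libraries, a log2 fold change of 3.80 (standard error 0.189, adjusted p = 1.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hba-a1* and *Hba-a2*, near-identical copies between which the counting could have split reads, had log2 fold changes of 4.15 and 3.98. Of the 8 erythroid marker genes tested, 7 were higher and 0 were lower, also when adjusted over the list alone, and their median was 3.03, or 2.68 with the gene at the floor in DMSO set to its bound (adjusted p = 1.86e-05 from camera with Benjamini-Hochberg adjustment). In the replicate 1 pair *Hbb-bs* was at 0.0462 FPKM with DMSO and 0.421 FPKM with the inhibitor. The median log2 ratio of the erythroid list there was 0.12, inside the middle 95% of random lists (−0.02 to 0.23), and 0 of the 8 genes had at least 1 FPKM in both libraries. *Alas2* (0.305 to 0.186 FPKM) and *Klf1* (0.341 to 0.282 FPKM), chosen after their values were seen, were lower there. The other genes tested of the list were higher there, among them *Hba-a1* (0.144 to 0.314 FPKM) and *Hba-a2* (0.0488 to 0.407 FPKM). Interferon response genes, of which 34 were tested, had a median log2 fold change of 0.33 (adjusted p = 0.013 from camera with Benjamini-Hochberg adjustment). Of these, 18 were higher and 7 were lower at an adjusted p-value under 0.05, or 18 and 8 when adjusted over the list alone. The median of the list ranged from 0.25 to 0.37 with each library left out in turn and was 0.56 in the replicate 1 pair. The 12 genes tested of the Reactome set for interferon alpha and beta signaling had a median of 0.23 and did not pass (adjusted p = 0.862 from camera with Benjamini-Hochberg adjustment), with 7 genes higher and 4 lower, also when adjusted over the list alone.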

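Cytokine genes were tested as 2 sets. The effector cytokine list covers products of activated T cells, with chemokines, ligands of the tumor necrosis factor family, granzymes and perforin beside cytokines. Its 32 genes had a median log2 fold change of −1.13 with MAPK13-inhibitors (adjusted p = 4.27e-07 from camera with Benjamini-Hochberg adjustment). Of these, 21 were lower and 4 were higher at an adjusted p-value under 0.05, also when adjusted over the list alone. *Lta* (−2.65, standard error 0.0669), *Tnfsf8* (−1.90, standard error 0.0587) and *Il13* (−4.62, standard error 0.165) had the smallest p-values of the list. The replicate 1 pair moved the other way, with a median log2 ratio of 1.45 over the same 32 genes. The 211 genes tested of the Reactome set for cytokine signaling had a median of −0.01 and did not pass camera (adjusted p = 0.968 with Benjamini-Hochberg adjustment), with 73 lower and 74 higher, or 73 and 75 when adjusted over the list alone. The set passed with fry (adjusted p = 0.0285), within a range of 0.0285 to 0.991 over the alternatives. The side of 0 on which this set lay changed with the scaling of the libraries and with the library left out. Cytosolic aminoacyl-tRNA synthetases, the enzymes that load amino acids onto tRNA, had a median of −1.002 over the 20 genes tested, with 17 lower and 2 higher, also when adjusted over the list alone (adjusted p = 1.71e-15 from camera with Benjamini-Hochberg adjustment). *Lars* (−2.03), *Aars* (−1.86) and *Wars* (−1.49) had the smallest p-values, and the median of the list in the replicate 1 pair was −0.94.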

### 2.5 Deletion of Slc7a5 in T Cells Induces Chronic Graft Tolerance

To evaluate the role of Slc7a5 in CD4^+^ T cells in the context of CAV, we generated Slc7a5^−/−^ mice to establish the CAV model (Figure 5A). In Slc7a5^fl/fl^ recipient mice, transplanted hearts ceased beating between days 27 and 32. In contrast, transplanted hearts in Slc7a5^−/−^ mice remained functional with continuous beating (Figure 5B). On day 30 post‐transplantation, the transplanted hearts in Slc7a5^−/−^ mice were significantly smaller compared with those in Slc7a5^fl/fl^ recipient mice (Figure 5C). Rare mononuclear cell infiltration and intact elastic fibers in the arterial walls, with no evidence of fibrous tissue hyperplasia and narrowing of the coronary artery lumen were observed in transplanted hearts of Slc7a5^−/−^ recipient mice (Figure 5D). Correspondingly, CAV scores of transplanted hearts of Slc7a5^−/−^ recipient mice were significantly lower than those in Slc7a5^fl/fl^ mice (Figure 5E). The infiltrating T cells and dendritic cells in the transplanted hearts of Slc7a5^−/−^ recipient mice were significantly reduced compared with those of Slc7a5^fl/fl^ recipient mice. Furthermore, Tcf1^+^ T cells were also significantly reduced in the transplanted hearts of Slc7a5^−/−^ recipient mice (Figure 5F). In the transplanted hearts and in peripheral blood, the proportion of CD4^+^ T cells was significantly reduced, while the proportion of CD8^+^ T cells increased, resulting in a significant decrease in the CD4/CD8 ratio in Slc7a5^−/−^ recipient mice compared with those in Slc7a5^fl/fl^ recipient mice (Figure 5G,H). However, no significant difference in the proportion of CD4^+^ and CD8^+^ T cells were detected in the spleen (Figure 5I).

**FIGURE 5:**
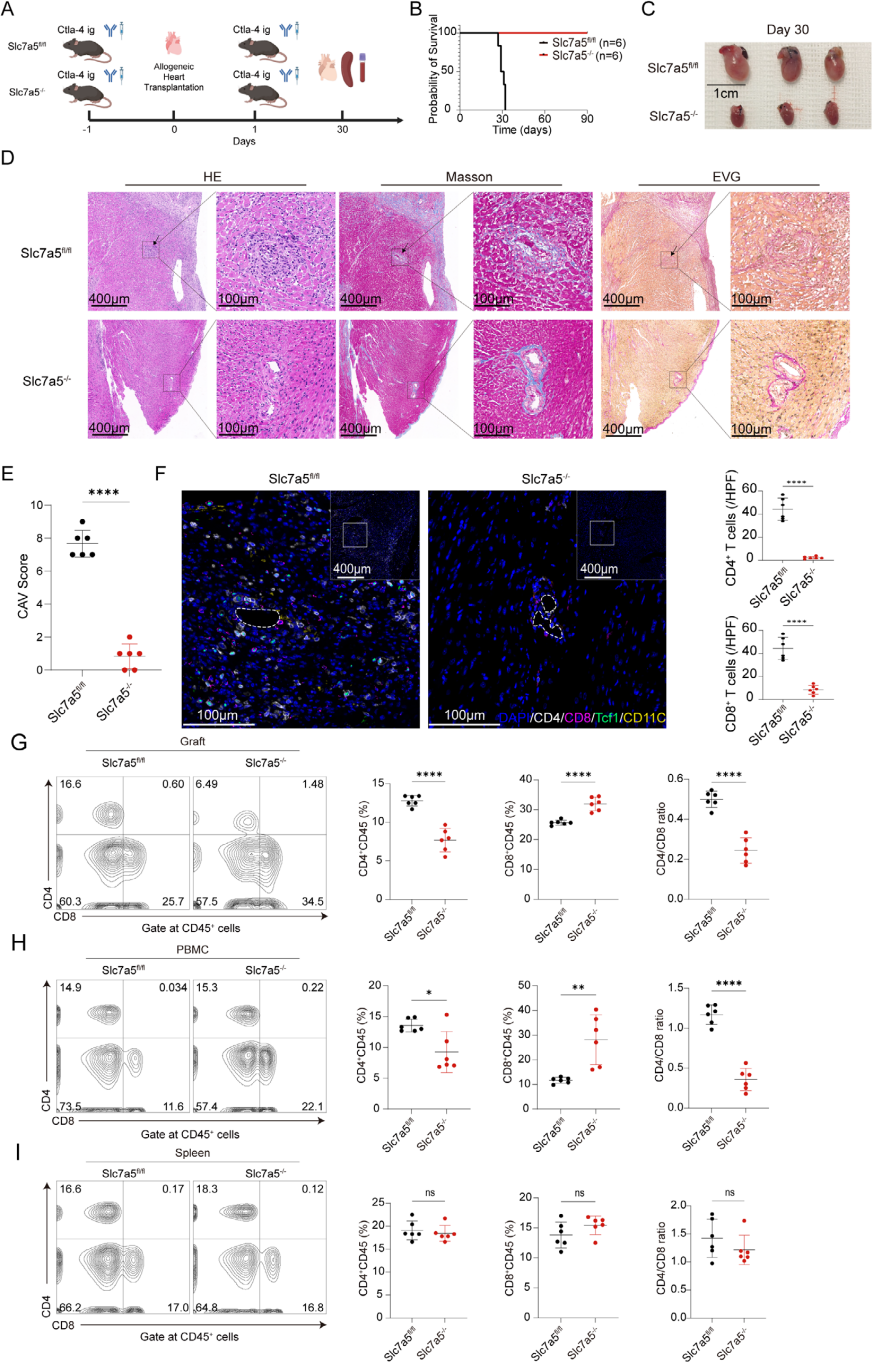
Slc7a5 deletion induces chronic graft tolerance. (A) Construction of the CAV model in Slc7a5^fl/fl^ and Slc7a5^−/−^ recipient mice. (B) Survival curves of transplanted hearts in Slc7a5^fl/fl^ and Slc7a5^−/−^ recipient mice (*n* = 6). (C–F) Transplanted hearts from Slc7a5^fl/fl^ and Slc7a5^−/−^ recipient mice were harvested on day 30 post‐heart transplantation. Morphological comparisons (C), representative histological staining (D), CAV scores (E), and representative mIHC staining (F) of transplanted hearts (*n* = 6). (G–I) Representative flow cytometric plots and proportions of CD4^+^ T cells and CD8^+^ T cells in transplanted hearts, peripheral blood, and spleens of Slc7a5^fl/fl^ and Slc7a5^−/−^ recipient mice (*n* = 6). ns, not significant, ^**^ *p* < 0.001, ^****^ *p* < 0.00001.

To determine whether the Mapk13‐Tcf1‐Slc7a5 axis regulates chronic allograft rejection in a CD4^+^ T cell‐intrinsic manner, we performed adoptive transfer experiments using Rag1 knockout recipient mice. CD4^+^ T cells were isolated from the spleens of wild‐type, Mapk13^−/−^, or Slc7a5^−/−^ mice following establishment of a chronic cardiac allograft rejection model and intravenously transferred into Rag1 knockout mice. Recipient mice subsequently underwent heterotopic abdominal heart transplantation using BALB/c donor hearts (Figure S7A). Rag1 knockout mice reconstituted with wild‐type CD4^+^ T cells exhibited rapid graft deterioration, with complete cessation of cardiac beating occurring between days 12 and 14 post‐transplantation. In contrast, transplanted hearts in Rag1 knockout mice reconstituted with Mapk13^−/−^ or Slc7a5^−/−^ CD4^+^ T cells maintained sustained beating over the same observation period. Prolonged allograft survival accompanied by reduced CAV severity in Rag1 knockout mice reconstituted with Mapk13^−/−^ or Slc7a5^−/−^ CD4^+^ T cells is consistent with a role for the Mapk13‐Tcf1‐Slc7a5 axis within CD4^+^ T cells in modulating pathogenic alloimmune responses during chronic cardiac allograft rejection (Figure S7B,C).

### 2.6 Methionine Restriction Impairs the Stemness of CD4^+^ T Cells

To assess whether deletion of Mapk13 or Slc7a5 affected stem‐like properties of CD4^+^ T cells, splenic CD4^+^ T cells isolated from WT, Mapk13^−/−^, and Slc7a5^−/−^ mice were stimulated in vitro. Ly108^+^ cells largely overlapped with the Tcf1^+^ population and exhibited superior proliferative and differentiation capacities compared with Ly108^−^ cells (Figure S8A,B). Notably, the functional potency of stem‐like CD4^+^ T cells was progressively diminished in Mapk13^−/−^ and Slc7a5^−/−^ mice, consistent with impaired T cell stemness upon disruption of the Mapk13‐Tcf1‐Slc7a5 axis. To evaluate the ability of CD4^+^ T cells to uptake amino acids, mass spectrometry was employed to measure amino acid concentrations in the culture medium. CD4^+^ T cells from Mapk13^−/−^ mice exhibited significantly reduced amino acid consumption from the culture media of phenylalanine, leucine, lysine, and methionine compared to those from Mapk13^fl/fl^ mice (Figure 6A). Similarly, CD4^+^ T cells from Slc7a5^−/−^ mice demonstrated a significant reduction in the amino acid consumption from the culture media of these amino acids compared to those from Slc7a5^fl/fl^ mice (Figure 6B). Gene set enrichment analysis of amino acid metabolism‐related KEGG signaling pathways revealed significant downregulation of the “One‐carbon pool by folate” pathway in CD4^+^ T cells from Slc7a5^−/−^ mice compared to those from Slc7a5^fl/fl^ mice, suggesting inhibition of the methionine cycle pathway. (Figure 6C). Proliferation of CD4^+^ T cells from Slc7a5^−/−^ mice was significantly reduced compared to that in cells from Slc7a5^fl/fl^ mice (Figure 6D). A similar reduction in cell proliferation was observed in CD4^+^ T cells cultured in methionine‐restricted (MR) medium, as compared to cells grown in standard medium (Figure 6E). Consistent with the findings from anti‐CD3/CD28 antibody‐stimulated CD4^+^ T cells, proliferation was suppressed in CD4^+^ T cells from Slc7a5^−/−^ mice and those cultured in MR medium in the mixed lymphocyte culture assay (Figure S9A,B). Mat2a, a key enzyme in the intracellular methionine cycle, accumulates in methionine‐deficient CD4^+^ T cells, which enhances sensitivity to methionine and promotes its uptake [14]. Protein levels of Mat2a were significantly higher in CD4^+^ T cells from Slc7a5^−/−^ mice compared to those from Slc7a5^fl/fl^ mice (Figure 6F). Likewise, CD4^+^ T cells cultured in MR medium exhibited increased Mat2a accumulation (Figure 6G). Inhibition of Mat2a using FIDAS‐5 in standard medium resulted in a significant reduction in CD4^+^ T cell proliferation (Figure 6H). However, inhibiting S‐adenosylhomocysteine hydrolase with DZ2002, which prevents the demethylation of adenosylmethionine (SAM) back to methionine, did not impact CD4^+^ T cell proliferation (Figure 6I). Consistent with the results from anti‐CD3/CD28 antibody‐stimulated CD4^+^ T cells, proliferation was suppressed in CD4^+^ T cells from Slc7a5^−/−^ mice and those cultured in MR medium in the mixed lymphocyte culture assay (Figure S9C,D). As SAM serves as a critical methyl donor, inhibiting its production affects histone modifications [15, 16]. Interestingly, Tcf1 protein levels were reduced in CD4^+^ T cells cultured in MR medium compared to those in standard medium (Figure 6J). H3K4me3 and H3K27me3 are selectively modified in ways that are associated with the expression of genes critical for the effector or stem cell programs of T cells [17]. H3K4me3 and H3K27me3 protein levels were examined in CD4^+^ T cells isolated from Mapk13^−/−^ and Mapk13^fl/fl^ mice. CUT&Tag‐seq assays specific for these histone marks were further performed on the same cells. The H3K4me3 protein level was significantly reduced in Mapk13^−/−^ CD4^+^ T cells, while H3K27me3 remained unchanged (Figure 6K,M). Consistently, CUT&Tag‐seq analysis showed reduced H3K4me3 enrichment at the *Tcf7* promoter in Mapk13^−/−^ CD4^+^ T cells, whereas H3K27me3 enrichment at this locus was unaffected (Figure 6L,N).

**FIGURE 6:**
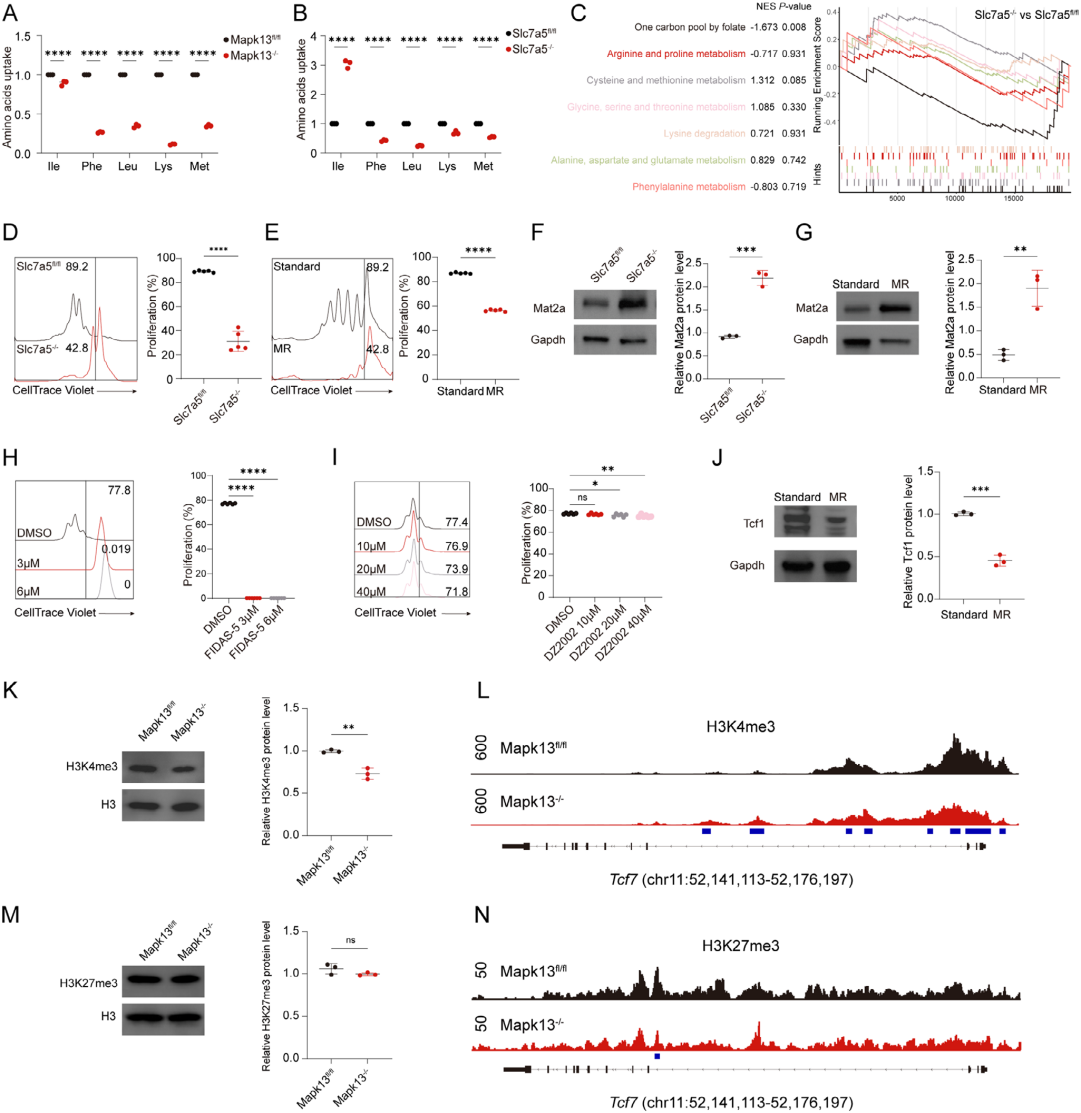
Methionine restriction impairs the stem‐like properties of CD4^+^ T cells. (A,B) Effects of Mapk13 deletion and Slc7a5 deletion on amino acid consumption from the culture media in CD4^+^ T cells (*n* = 3). (C) CD4^+^ T cells were isolated from the spleen of Slc7a5^fl/fl^ and Slc7a5^−/−^ mice and stimulated with anti‐CD3/CD28 antibodies for 72 h. Cells were subsequently collected for RNA‐seq. Gene Set Enrichment Analysis (GSEA) of amino acid metabolism‐related KEGG signaling pathways (*n* = 3). (D‐K) CD4^+^ T cells were isolated from the spleen and stimulated with anti‐CD3/CD28 antibodies for 72 h. Then the cells were collected for Western blotting or flow cytometry. (D) Cell proliferation of CD4^+^ T cells from Slc7a5^fl/fl^ and Slc7a5^−/−^ mice (*n* = 6). (E) Cell proliferation of CD4^+^ T cells cultured in standard medium or MR medium (*n* = 5). (F) Mat2a protein levels of CD4^+^ T cells from Slc7a5^fl/fl^ and Slc7a5^−/−^ mice (*n* = 3). (G) Mat2a protein levels of CD4^+^ T cells cultured in standard medium or MR medium (*n* = 3). (H) Cell proliferation of CD4^+^ T cells cultured in the presence of FIDAS‐5 or DMSO (*n* = 5). (I) Cell proliferation of CD4^+^ T cells cultured in the presence of DZ2002 or DMSO (*n* = 5). (J) Tcf1 protein levels of CD4^+^ T cells cultured in standard medium or MR medium (*n* = 3). (K) Protein levels of H3K4me3 in CD4^+^ T cells from Mapk13^fl/fl^ and Mapk13^−/−^ mice (*n* = 3). (L) CUT&Tag‐seq tracks of H3K4me3 binding at *Tcf7* loci. (M) Protein levels of H3K27me3 in CD4^+^ T cells from Mapk13^fl/fl^ and Mapk13^−/−^ mice (*n* = 3). (N) CUT&Tag‐seq tracks of H3K27me3 binding at *Tcf7* loci. ns, not significant, ^*^ *p* < 0.01, ^**^ *p* < 0.001, ^***^ *p* < 0.0001, ^****^ *p* < 0.00001.

### 2.7 MR Diet Induces Chronic Graft Tolerance

We hypothesized that methionine restriction would impair CD4^+^ T cell stemness, thereby inducing immune tolerance in transplanted hearts. Therefore, the CAV model was constructed using mice fed either a normal diet or an MR diet (Figure 7A). Notably, recipient mice on the MR diet exhibited significantly lower body weight compared to those on the normal diet (Figure S10), while their transplanted hearts maintained stable and continuous beating (Figure 7B). Interestingly, when the MR diet was replaced with a normal diet on day 90 post‐transplantation, heart grafts ceased beating between days 35 and 45 after the dietary switch (Figure 7B). On day 30 post‐transplantation, transplanted hearts from mice on the MR diet were significantly smaller than those from mice on the normal diet (Figure 7C). Transplanted hearts of recipient mice on the MR diet exhibited rare mononuclear cell infiltration on day 30 post‐transplantation. Mononuclear cell infiltration was markedly reduced in transplanted hearts of recipient mice on the MR diet on day 90 post‐transplantation. In contrast, on day 40 post‐switch to the normal diet, significant mononuclear cell infiltration was observed in the transplanted hearts (Figure 7D). Masson and EVG staining revealed intact elastic fibers in arterial walls with no evidence of fibrous tissue hyperplasia or coronary artery narrowing in transplanted hearts of recipient mice on the MR diet, either on day 30 or 90 post‐transplantation (Figure 7D). However, on day 40 post‐switch to the normal diet, the transplanted hearts exhibited severe fibrous tissue hyperplasia, concentric narrowing, and occlusion of the coronary arteries (Figure 7D). The CAV scores of transplanted hearts from recipient mice on the MR diet were significantly lower compared to those from mice switched to the normal diet (Figure 7E). mIHC staining showed reduced infiltration of T cells, Tcf1^+^ T cells, and dendritic cells in transplanted hearts of recipient mice on the MR diet compared to those switched to the normal diet (Figure 7F; Figure S11). Flow cytometry analysis of infiltrating mononuclear cells in the transplanted hearts, peripheral blood, and spleens of recipient mice on either diet at day 30 post‐heart transplantation revealed that in the transplanted hearts of mice on the MR diet, the proportion of infiltrating CD4^+^ T cells was significantly reduced, while the proportion of CD8^+^ T cells relatively increased, leading to a significant decrease in the CD4/CD8 ratio (Figure 7G). In the peripheral blood of recipient mice on the MR diet, the proportion of CD4^+^ T cells increased, while the proportion of CD8^+^ T cells remained unchanged, resulting in a significant increase in the CD4/CD8 ratio (Figure 7H). In the peripheral blood, both CD4^+^ and CD8^+^ T cells increased without a significant difference in the CD4/CD8 ratio (Figure 7I). Additionally, CD4^+^ and CD8^+^ T cells infiltrating the transplanted hearts of recipient mice on the MR diet exhibited significantly reduced IFN‐γ production (Figure 7J,K).

**FIGURE 7:**
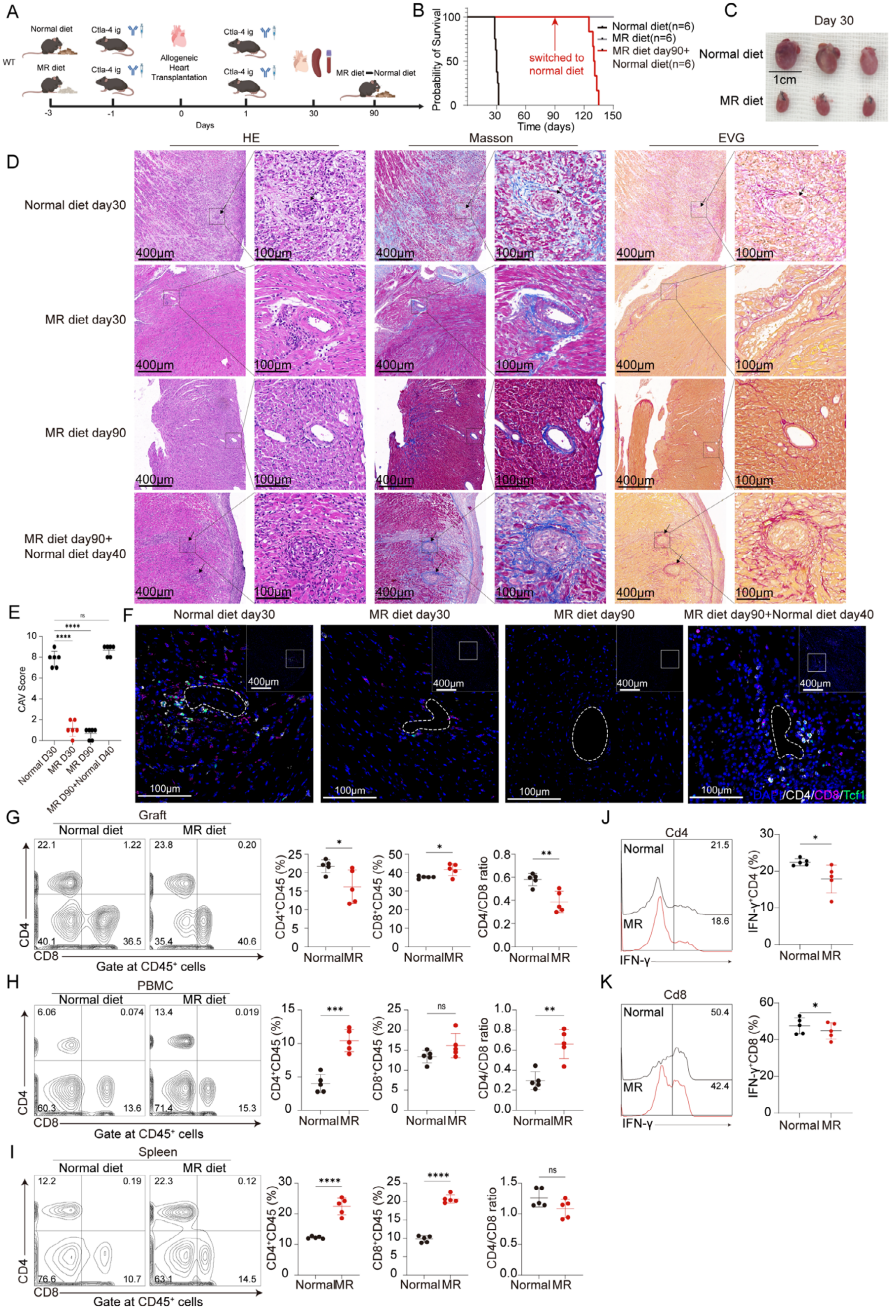
MR diet induces graft tolerance. (A) Construction of the CAV model in normal diet and MR diet recipient mice. (B) Survival curves of transplanted hearts in recipient mice on a normal diet, an MR diet, or an MR diet switched to a normal diet on day 90 (*n* = 6). (C–F) Transplanted hearts from normal diet and MR diet recipient mice were harvested on day 30 post‐heart transplantation. Morphological comparisons (C), histological stain (D), CAV scores (E), and mIHC stain (F) (*n* = 6). (G–I) Representative flow plots and proportions of CD4^+^ T cells and CD8^+^ T cells in transplanted hearts, peripheral blood, and spleens of recipient mice on a normal diet or a MR diet (*n* = 5). (J,K). Lymphocytes infiltrating the transplanted hearts were isolated and then stimulated with phorbol 12‐myristate 13‐acetate containing brefeldin A for 4.5 h. Representative flow cytometric overlay histograms and proportions of IFN‐γ^+^CD4 cells and IFN‐γ^+^CD8 cells in recipient mice on a normal diet or a MR diet (*n* = 5). ns, not significant, ^*^ *p* < 0.01, ^**^ *p* < 0.001, ^***^ *p* < 0.0001, ^****^ *p* < 0.00001.

### 2.8 MAPK13‐Inhibitors Alleviate Chronic Graft Arteriosclerosis

To evaluate the potential of MAPK13 inhibition in prolonging graft survival, we established the CAV model through intraperitoneal injection of MAPK13‐inhibitors. After heart transplantation, recipient mice in the MAPK13‐inhibitors group received 5 mg/kg/day of MAPK13‐inhibitors for 30 days, while the control group received an equivalent dose of DMSO for 30 days (Figure 8A). Transplanted hearts in the control group ceased beating between days 26 and 32, while those in the MAPK13‐inhibitors group continued to beat until days 56 to 78 (Figure 8B). Transplanted hearts were collected for analysis on day 30 post‐transplantation. Hearts in the MAPK13‐inhibitors group were significantly smaller than those in the control group (Figure 8C). Mononuclear cell infiltration and fibrous tissue hyperplasia in the transplanted hearts of the MAPK13‐inhibitors group were significantly reduced compared to the control group (Figure 8D). No significant coronary artery narrowing was observed in the transplanted hearts of the MAPK13‐inhibitors group compared to those in the control group (Figure 8D). The CAV scores of transplanted hearts were significantly lower in the MAPK13‐inhibitors group (Figure 8E). Infiltration of CD4^+^ and CD8^+^ T cells, as well as Tcf1^+^CD4^+^ T cells, was significantly reduced in the MAPK13‐inhibitors group compared to the control group (Figure 8F). Compared to the control group, the proportion of Tcf1^+^CD4^+^ T cells in the transplanted hearts decreased in the MAPK13‐inhibitors group, while the proportion of Tcf1^+^CD8^+^ T cells remained unchanged (Figure 8G,H). Similarly, in an allogeneic kidney transplantation model, recipient mice maintained on an MR diet exhibited significantly attenuated CAV severity compared with recipients fed a normal chow diet (Figure S12).

**FIGURE 8:**
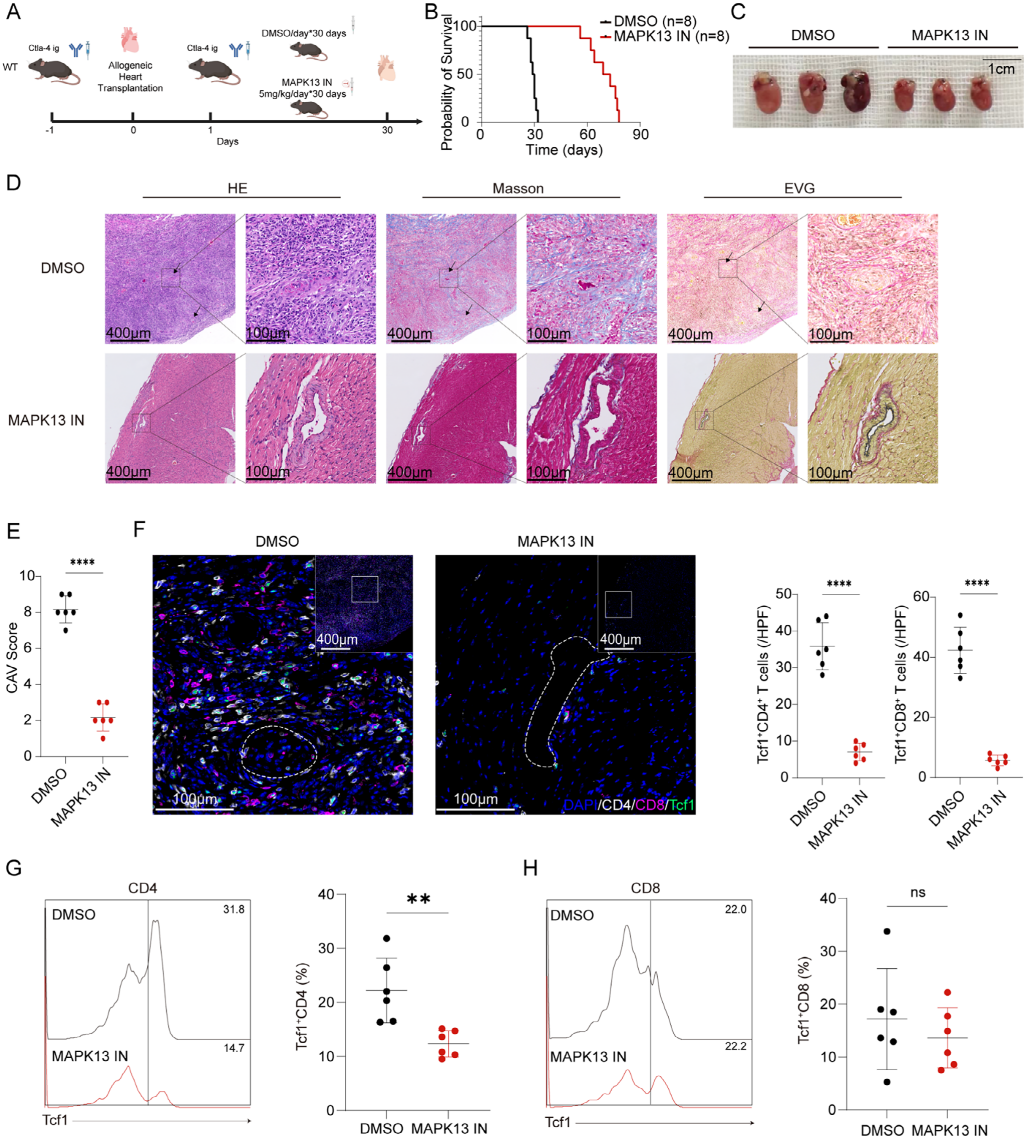
Mapk13 inhibition alleviates CAV. (A) Construction of the CAV model in MAPK13‐inhibitors and DMSO treated recipient mice. (B) Survival curves of transplanted hearts in MAPK13‐inhibitors‐treated and DMSO‐treated recipient mice (*n* = 8). (C–F) Transplanted hearts from MAPK13‐inhibitors‐treated and DMSO‐treated recipient mice were harvested on day 30 post‐heart transplantation. Morphological comparisons (C), histological stain (D), CAV scores (E), and mIHC staining (F) (*n* = 6). (G,H) Representative flow cytometric overlay histograms and proportions of Tcf1^+^CD4 T cells and Tcf1^+^CD8 T cells in transplanted hearts of recipient mice treated with MAPK13‐inhibitors or DMSO (*n* = 6). ns, not significant, ^**^ *p* < 0.001, ^****^ *p* < 0.00001.

## 3 Conclusion

Recent advances underscore the pivotal role of stem‐like T cells in chronic allograft vasculopathy. In contrast to the goal of enhancing tumor‐infiltrating stem‐like T cells, reducing graft arterial damage necessitates the depletion of stem‐like T cells. Stem‐like Tcf1^+^CD4^+^ T cells in grafts are associated with CAV and long‐term graft survival [18]. Tcf1 is a critical regulator of T cell fate and development, enabling T cells to self‐renew and differentiate within resident tissues. Current research on graft rejection predominantly focuses on strategies to inhibit effector cells. However, the approach for targeting Tcf1^+^CD4^+^ T cells to mitigate CAV remains unclear. In this study, we discovered that Mapk13 phosphorylates Tcf1 at T289. Additionally, we found that Tcf1 binds to its own promoter, contributing to the persistence of chronic graft damage.

Stem cell‐like T cells require substantial protein consumption for self‐renewal and proliferative differentiation, with increased expression of amino acid transporters to facilitate amino acid uptake from the environment [13, 19]. Previous studies suggest that amino acid uptake during CD4^+^ T cell activation is primarily dependent on Slc7a5 [20, 21]. While Slc7a5 mediates the uptake of multiple essential amino acids, our findings suggest that methionine represents a key downstream metabolic node linking Slc7a5 activity to epigenetic control of CD4^+^ T cell stemness. Rather than acting as a unique substrate of Slc7a5, methionine appears to function as a critical metabolic effector whose availability integrates amino acid transport with one‐carbon metabolism and histone methylation.

Limiting methionine metabolism in naive T cells preserves their stemness; however, its impact on the stemness of T cells following TCR activation remains unclear [16]. The intracellular methionine pool in activated T cells is almost entirely derived from extracellular methionine and is highly sensitive to fluctuations in extracellular methionine concentration. Our research shows that upon TCR activation, CD4^+^ T cells enhance methionine uptake and reprogram methionine metabolism to facilitate T cell activation. Methionine metabolic processes are closely linked to T cell differentiation and proliferation, with specific metabolic interventions significantly enhancing the development of stem cell‐like T cells for improved antitumor immunity. However, there is limited research on the mechanisms underlying the inhibition of methionine metabolism in stem cell‐like T cells. Direct competition for methionine between tumor cells and T cells results in SAM reduction and T cell dysfunction, making T cells sensitive to methionine as well. Conversely, inhibiting tumor methionine uptake normalizes methionine metabolism in T cells and restores their function [22].

In the context of our study, we hypothesize that the reprogramming of methionine metabolism in CD4^+^ T cells is associated with the maintenance of T cell stemness. Methionine restriction induces T cell dysfunction, while methionine restoration rescues T cell stemness. SAM, derived from the methionine cycle, is believed to mediate histone methylation and epigenetic remodeling during effector T cell differentiation [23]. H3K4me3 and H3K27me3 are implicated in the regulation of gene expression through a transcriptional pause‐release mechanism or by repressing transcription via the creation of a less accessible chromatin environment [24]. Although the underlying mechanisms require further investigation, methionine restriction reduced H3K4me3 marking at *Tcf7*, which altered CD4^+^ T cell stemness.

Mechanistically, Mapk13 phosphorylates Tcf1, which binds to the *Slc7a5* promoter to initiate its transcription. Slc7a5 imports methionine as a methyl donor, leading to induced H3K4me3 mark at *Tcf7* loci, thus maintaining T cell stemness. Our findings emphasize the role of the Mapk13‐Tcf1‐Slc7a5‐methionine metabolism axis in stem‐like CD4^+^ T cells. Additionally, these findings expand our understanding of metabolic reprogramming in stem‐like CD4^+^ T cells. Restricting methionine metabolism in stem‐like CD4^+^ T cells in chronic rejection grafts can be likened to removing the fuel from beneath boiling water. Inhibition of Mapk13 and MR diets may provide novel targets for enhancing long‐term graft survival.

## 4 Experimental Section

### 4.1 Patient Samples Collect

Specimens from healthy recipients and recipients with chronic graft rejection were obtained from the Organ Transplantation Institute of Tongji Hospital. This study was approved by the Ethics Committee of Tongji Hospital, Tongji Medical College, Huazhong University of Science and Technology (approval NO. 20231155). Informed written consent from all participants or next of kin was obtained prior to the research.

### 4.2 Single Cell Isolation and Enrichment

Renal tissues were minced in a digestion solution and incubated at 37°C with shaking at 250 rpm. Single‐cell RNA‐seq data were processed using the Seurat R package. Low‐quality cells were filtered based on standard quality control metrics, followed by normalization and identification of highly variable genes. Principal component analysis was performed, and the top principal components were used for graph‐based clustering and UMAP visualization. Cell types were annotated based on canonical marker genes and the CellMarker database. Differentially expressed genes among cell clusters were identified using established statistical methods.

### 4.3 Multiplex Immunohistochemistry Staining

For mIHC staining, 5 µm thick FFPE sections were stained using the 5‐color mIHC fluorescence kit (Recordbio Biological Technology, Shanghai, China) according to the manufacturer's protocol. The primary antibodies used were as follows: CD4 (cat# 48274, CST), CD8 (cat# 85336, CST), Tcf1 (cat# 2203s, CST), CD4 (cat# 25229, CST), CD8 (cat# 98941, CST), CD11b (cat# 93169, CST), and CD11c (cat# 97585, CST). DAPI was used for nuclear counterstaining. Stained slides were scanned using the Pannoramic MIDI (3D Histech, Hungary) to obtain multispectral images. CaseViewer was used to capture the images and identify all markers of interest.

### 4.4 Isolation of Splenocytes and T‐Cell Stimulation

Splenic CD4^+^ T cells were isolated using the Mouse CD4 T Cell Isolation Kit (cat# 480005, BioLegend) according to the manufacturer's protocol. To stimulate T cells, naive CD4^+^ T cells were seeded at a density of 2 × 10^5^ cells/well in 96‐well flat‐bottom tissue culture plates precoated with 5 µg/mL anti‐mouse CD3 antibodies (cat# BE0001, BioXcell). The culture medium was supplemented with 1 µg/mL anti‐mouse CD28 antibodies (cat# BE0015, BioXcell).

### 4.5 Immunoprecipitation and Immunoblot Assays

CD4^+^ T cells were isolated from spleen and stimulated with anti‐CD3/CD28 antibodies for 72 h. Cytoplasmic protein and nuclear protein separation were performed with Nuclear Protein Extraction Kit (cat# KTP3002, Abbkine) according to protocols. Subsequently, the protein lysate was incubated with primary antibodies or an IgG isotype antibody at 4°C for 12 h, followed by overnight incubation with Magna ChIP Protein A+G Magnetic Beads (Merck). The beads were washed and collected by magnetic separation and used for subsequent experiments. The primary antibodies for immunoprecipitation were: Mapk13 (cat# 271292, Santacruz), Tcf1 (cat# 2203s, cst), Phospho‐Threonine (cat# 9386, cst). The primary antibodies for immunoblot were: Tcf1 (cat# 2203s, cst), Mapk13 (cat# A7496, ABclonal), Slc7a5 (cat# A2833, ABclonal), Gapdh (cat# A19056, ABclonal), Mat2a (cat# A19272, ABclonal), H3K27me3 (cat# 9733, cst), H3K4me3 (cat# 9751, cst), H3 (cat# 4499, cst).

### 4.6 Mice and Surgical Procedures

Specific pathogen‐free C57BL/6J and BALB/c mice were obtained from Charles River Laboratories. Specific pathogen‐free Mapk13^fl/+^, Slc7a5^fl/+^ and CD4^Cre^ mice were obtained from GemPharmatech Co., Ltd. In vitro fertilization (IVF) breeding technology was used to generate Mapk13^−/−^ and Slc7a5^−/−^ mice. Mice were housed in a specific pathogen‐free facility at the Huazhong University of Science and Technology Research Institute in Wuhan, Hubei. All animal experiments conducted in this study were approved by the Huazhong University of Science and Technology Animal Care and Use Committee (approval NO. 202302004), in accordance with institutional guidelines for animal care and use.

The hearts of BALB/c mice were harvested and orthotopically transplanted into the peritoneal cavity of recipient mice. Recipient mice were treated with 10 mg/kg Ctla‐4 Ig (cat# BE0164, BioXcell) intraperitoneally 1 day before and 1 day after transplantation to establish a model of chronic coronary vasculopathy. In the heart graft survival experiment cohort, daily palpation was performed to monitor graft survival until the complete cessation of the heartbeat. In the pathological staining and mIHC experiment cohort, transplanted hearts were harvested at designated time points. In the flow cytometry experiment cohort, transplanted hearts, peripheral blood, and spleens were collected on Day 30 post‐transplantation.

The kidneys of BALB/c mice were harvested and transplanted into the peritoneal cavity of recipient mice. The transplanted kidneys were harvested on day 90 post‐transplantation.

### 4.7 Dual‐Luciferase Reporter Assays

The *Tcf7* sequence was cloned and inserted into the pCDNA3.1 plasmid. The 5'‐3' sequence, “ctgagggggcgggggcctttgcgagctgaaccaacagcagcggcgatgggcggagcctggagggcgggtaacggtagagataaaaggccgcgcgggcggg” was designed and inserted into the PGL3 plasmid. 

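The fragment is 100 bases long, with a GC content of 70%, and holds the Tcf1 motif predicted in the paper, AGATAAAAGG, at bases 78 to 87, counted from its 5′ end. In the GENCODE M21 annotation of the mouse genome build GRCm38, *Slc7a5* is a protein-coding gene on the minus strand of chromosome 8, from 121881150 to 121907694, so its 5′ end is at the higher coordinate. The next annotated gene on that side is *BC048644*, a bidirectional promoter long noncoding RNA on the plus strand, from 121907833 to 121919690. The 2 genes are transcribed away from each other and leave 138 bases between them. The position of the fragment itself on the genome was not analysed here.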

In black 96‐well plates, 293T cells were cultured to approximately 80% confluence, then co‐transfected with different plasmids for 12 h, and subsequently cultured for 72 h. Finally, the assay was performed using the Dual–Lumi Reporter Assay Kit (cat# RG088S, Beyotime). Firefly signals were normalized to Renilla luciferase to account for transfection efficiency.

### 4.8 Point Mutation and Lentiviral Infection

The pCDH‐Tcf1 plasmid was constructed for Tcf1 at T289. The threonine codon “ACA” was mutated to glutamic acid (E) “GAA” to mimic phosphorylation (pCDH‐Tcf1^T289E^) and to alanine (A) “GCA” to mimic dephosphorylation (pCDH‐Tcf1^T289A^). The pCDH plasmid was co‐transfected with psPAX and pMD2.G plasmids into 293T cells to package lentivirus, which was then used to infect CD4^+^ T cells activated for 24 h. CD4^+^ T cells were collected 48 h post‐infection, and RT‐qPCR was performed to detect the mRNA expression levels of *Tcf7* and *Slc7a5*.

The Tcf1 shRNA plasmid (cat# sc‐36617‐SH, Santacruz) or pCDH‐H1‐EF1‐Puro (scramble) plasmid was co‐transfected with psPAX and pMD2.G plasmids into 293T cells to package lentivirus, which was then used to infect CD4^+^ T cells activated for 24 h. CD4^+^ T cells were collected 48 h post‐infection, and RT‐qPCR was performed to detect the mRNA expression levels of *Tcf7* and *Slc7a5*.

### 4.9 Flow Cytometry

The antibodies used for flow cytometry were as follows: CellTrace Violet Cell Proliferation Kit (cat# c34557, Thermo Fisher), CD45‐PerCP‐Cy5.5 (cat# 564359, BD), CD11b‐BV421 (cat# 101236, Biolegend), CD4‐BV605 (cat# 563151, BD), CD8‐FITC (cat# 561966, BD), Tcf1‐AF647 (cat# 566693, BD), IFN‐γ‐PE (cat# 554412, BD), CD16/32 (cat# 101320, Biolegend). Transcription Factor Buffer Set (cat# 562574, BD) was used for membrane disruption and fixation. The Annexin V‐FITC/PI apoptosis kit (cat# AP101, Multi Sciences) was used for detecting cell apoptosis.

### 4.10 RNA‐seq, ChIP‐seq, and CUT&Tag‐seq

CD4^+^ T cells were isolated from the spleen and stimulated with anti‐CD3/CD28 antibodies for 72 h before being subjected to ChIP‐seq and RNA‐seq. The primary antibody for ChIP‐seq was Tcf1 (cat# 2203s, cst). Sequencing service was provided by Bioyi Biotechnology Co.Ltd. Wuhan, China. CUT&Tag‐seq was performed with the Hyperactive Universal CUT&Tag‐seq Assay Kit for Illumina Pro (cat# TD904, Vazyme) according to protocols. The primary antibodies for CUT&Tag‐seq were: H3K4me3 (cat# 9751, cst), H3K27me3 (cat# 9733, cst). Sequencing service was provided by Novogene Co.Ltd. Beijing, China. RNA‐seq, ChIP‐seq, and CUT&Tag‐seq data were processed using standard bioinformatic pipelines. For RNA‐seq, reads were quality‐filtered, aligned to the mouse reference genome, and quantified to identify differentially expressed genes. For ChIP‐seq, aligned reads were used to identify Tcf1‐binding regions using input controls. CUT&Tag‐seq data for H3K4me3 and H3K27me3 were processed to define enriched genomic regions. Integrative analyses were performed to relate transcriptional changes to Tcf1 occupancy and chromatin states.

### 4.11 Inhibitors

MAPK13‐inhibitors (cat# HY‐18850, MCE) were used in ex vivo experiments and the construction of the CAV model. FIDAS‐5 (cat# HY‐136144, MCE) and DZ2002 (cat# HY‐18620, MCE) were used in ex vivo experiments.

### 4.12 Statistics Analysis

Data are presented as mean ± SD. Sample sizes (n) are indicated in each figure legend. Comparisons between two groups were performed using a two‐tailed Student's *t*‐test, while multiple group comparisons were analyzed by one‐way ANOVA. A *P* value < 0.05 was considered statistically significant. All statistical analyses were performed using Prism version 9.0 (GraphPad Software).

## Conflicts of Interest

The authors declare no conflict of interest.

## Supporting information

**Supporting File**: advs73858‐sup‐0001‐SuppMat.docx

## Data Availability

Raw data files of RNA‐seq and ChIP‐seq experiments have been deposited in the NCBI Gene Expression Omnibus Database under accession numbers GSE247784 and GSE314157. Raw single‐cell RNA‐seq data have been deposited in the National Genomics Data Center under accession number PRJCA053651.

# Supplementary material for: Targeting the Mapk13‐Tcf1‐Slc7a5 Axis via One‐Carbon Metabolic Regulation to Prevent Chronic Allograft Vasculopathy
**Source:** Adv Sci (Weinh). 2026 Jan 15;13(17):e20815. doi: 10.1002/advs.202520815
**Supplement:** Supplementary file 1 — Supporting File: advs73858‐sup‐0001‐SuppMat.docx

Supporting Information

**Targeting the Mapk13-Tcf1-Slc7a5 Axis via One-Carbon Metabolic Regulation to Prevent Chronic Allograft Vasculopathy**

Wang Yi, Di Wu, Jing Liu, Shi Chen, Liu Song, Bin Xie, Aini Xie*, Peixiang Lan*, Zhishui Chen*

Supplemental table

**Table S1.** Patients’ metadata.

Supplemental figures

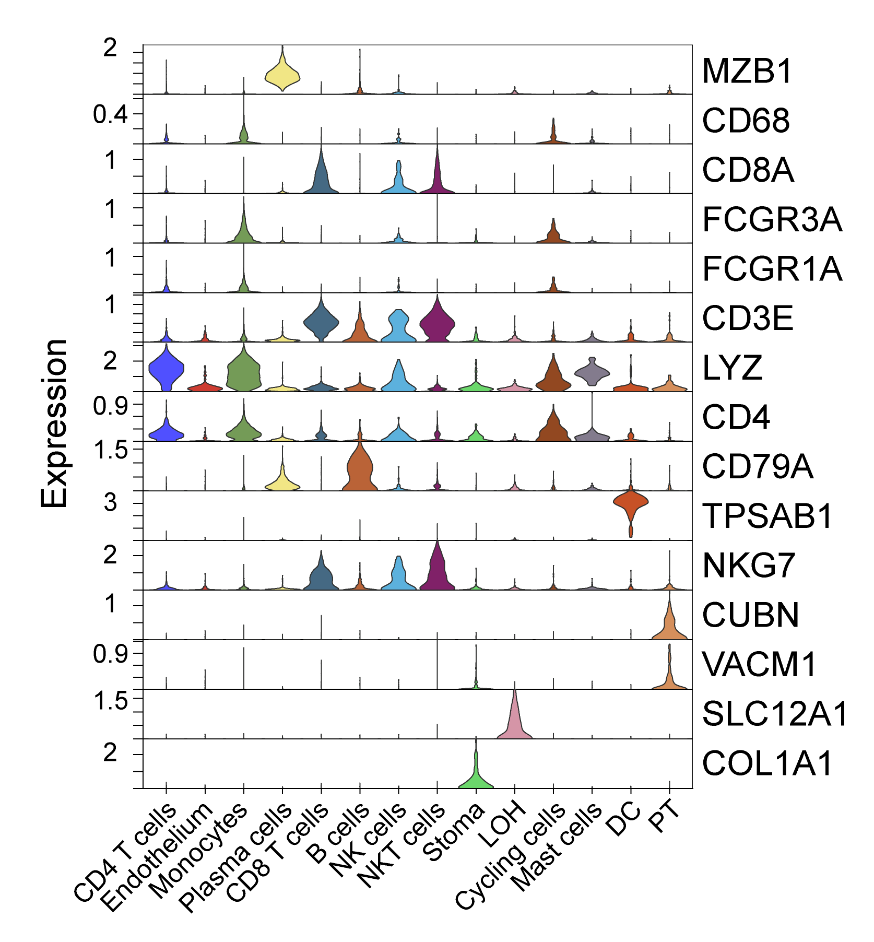

**Figure S1.** Violin plot highlighting lineage specific markers for each cluster identified in Figure 1A.

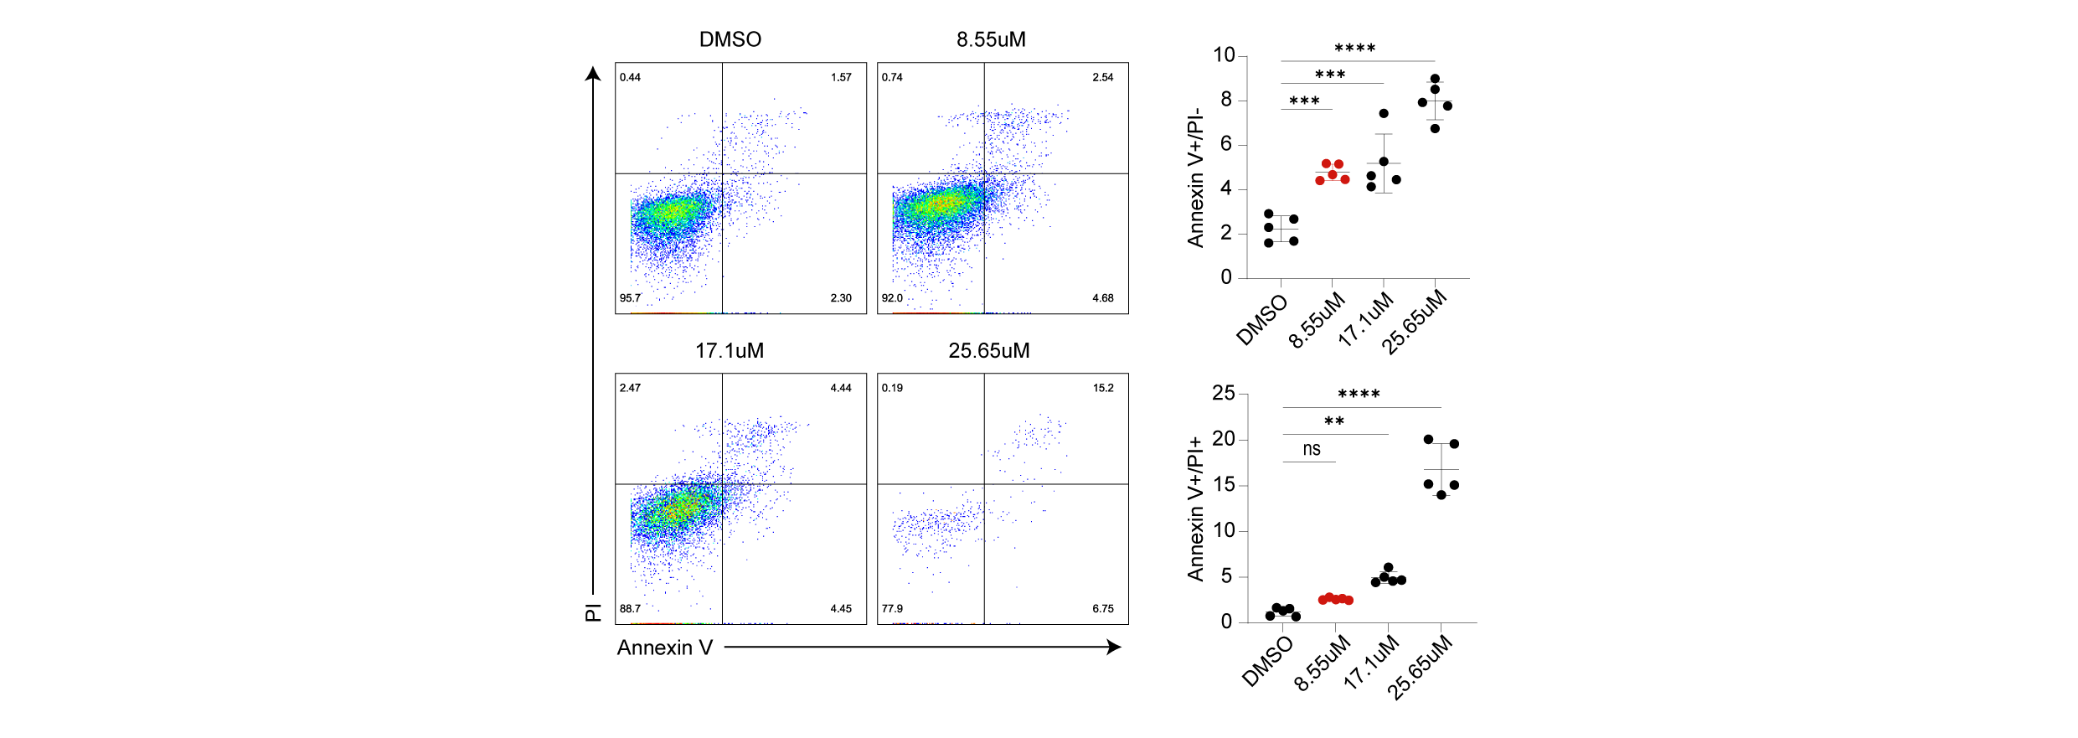

**Figure S2.** Apoptosis assay of CD4^+^ T cells treated with MAPK13-inhibitors at varying concentrations or DMSO was assessed by flow cytometry (n=5). ns, not significant, ***p*<0.001, ****p*<0.0001, *****p*<0.00001.

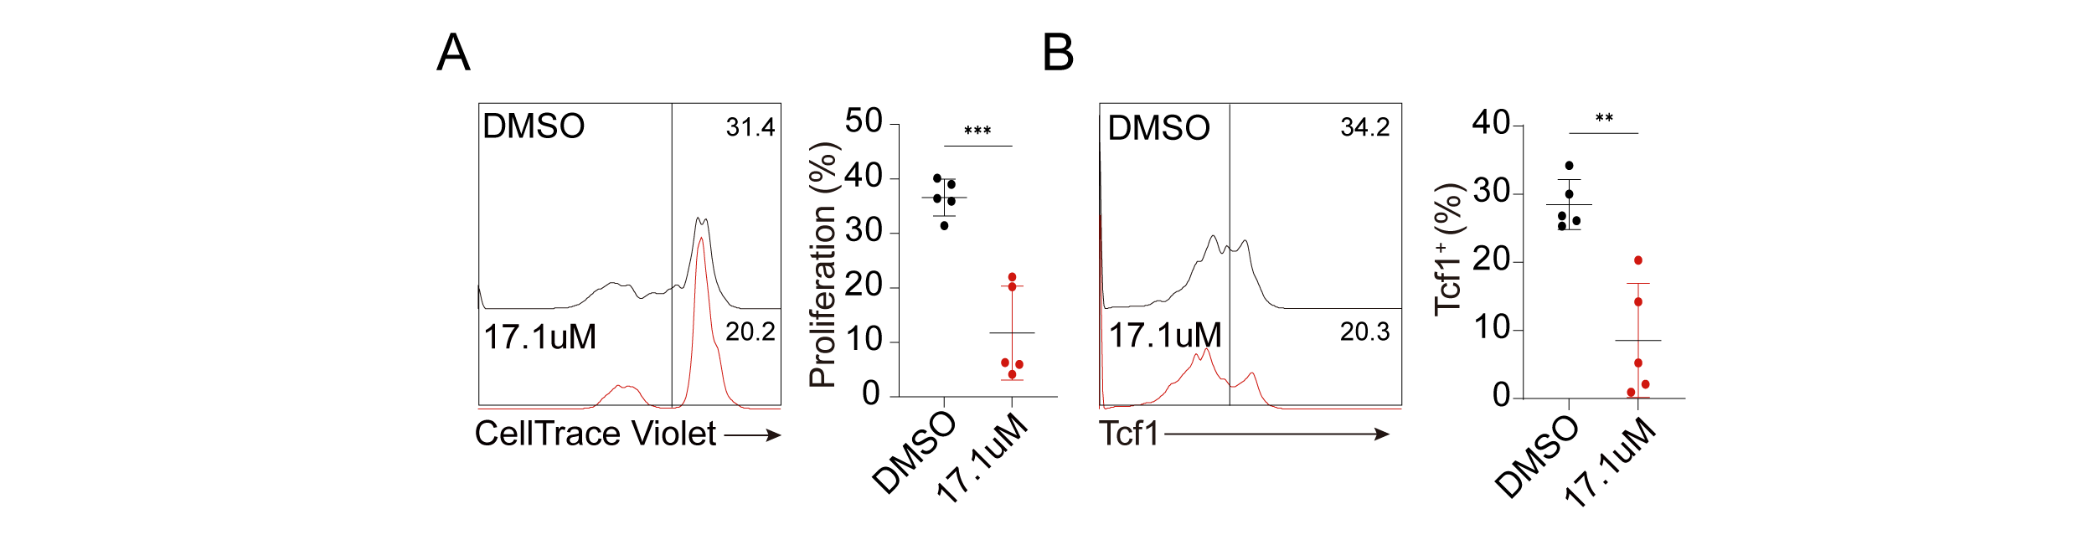

**Figure S3.** Splenic CD4^+^ T cells were isolated and used to perform mixed lymphocyte culture assays in the presence of MAPK13-inhibitors or DMSO to measure proliferation rates **(A)** and Tcf1 expression (B) (n=5). ***p*<0.001, ****p*<0.0001.

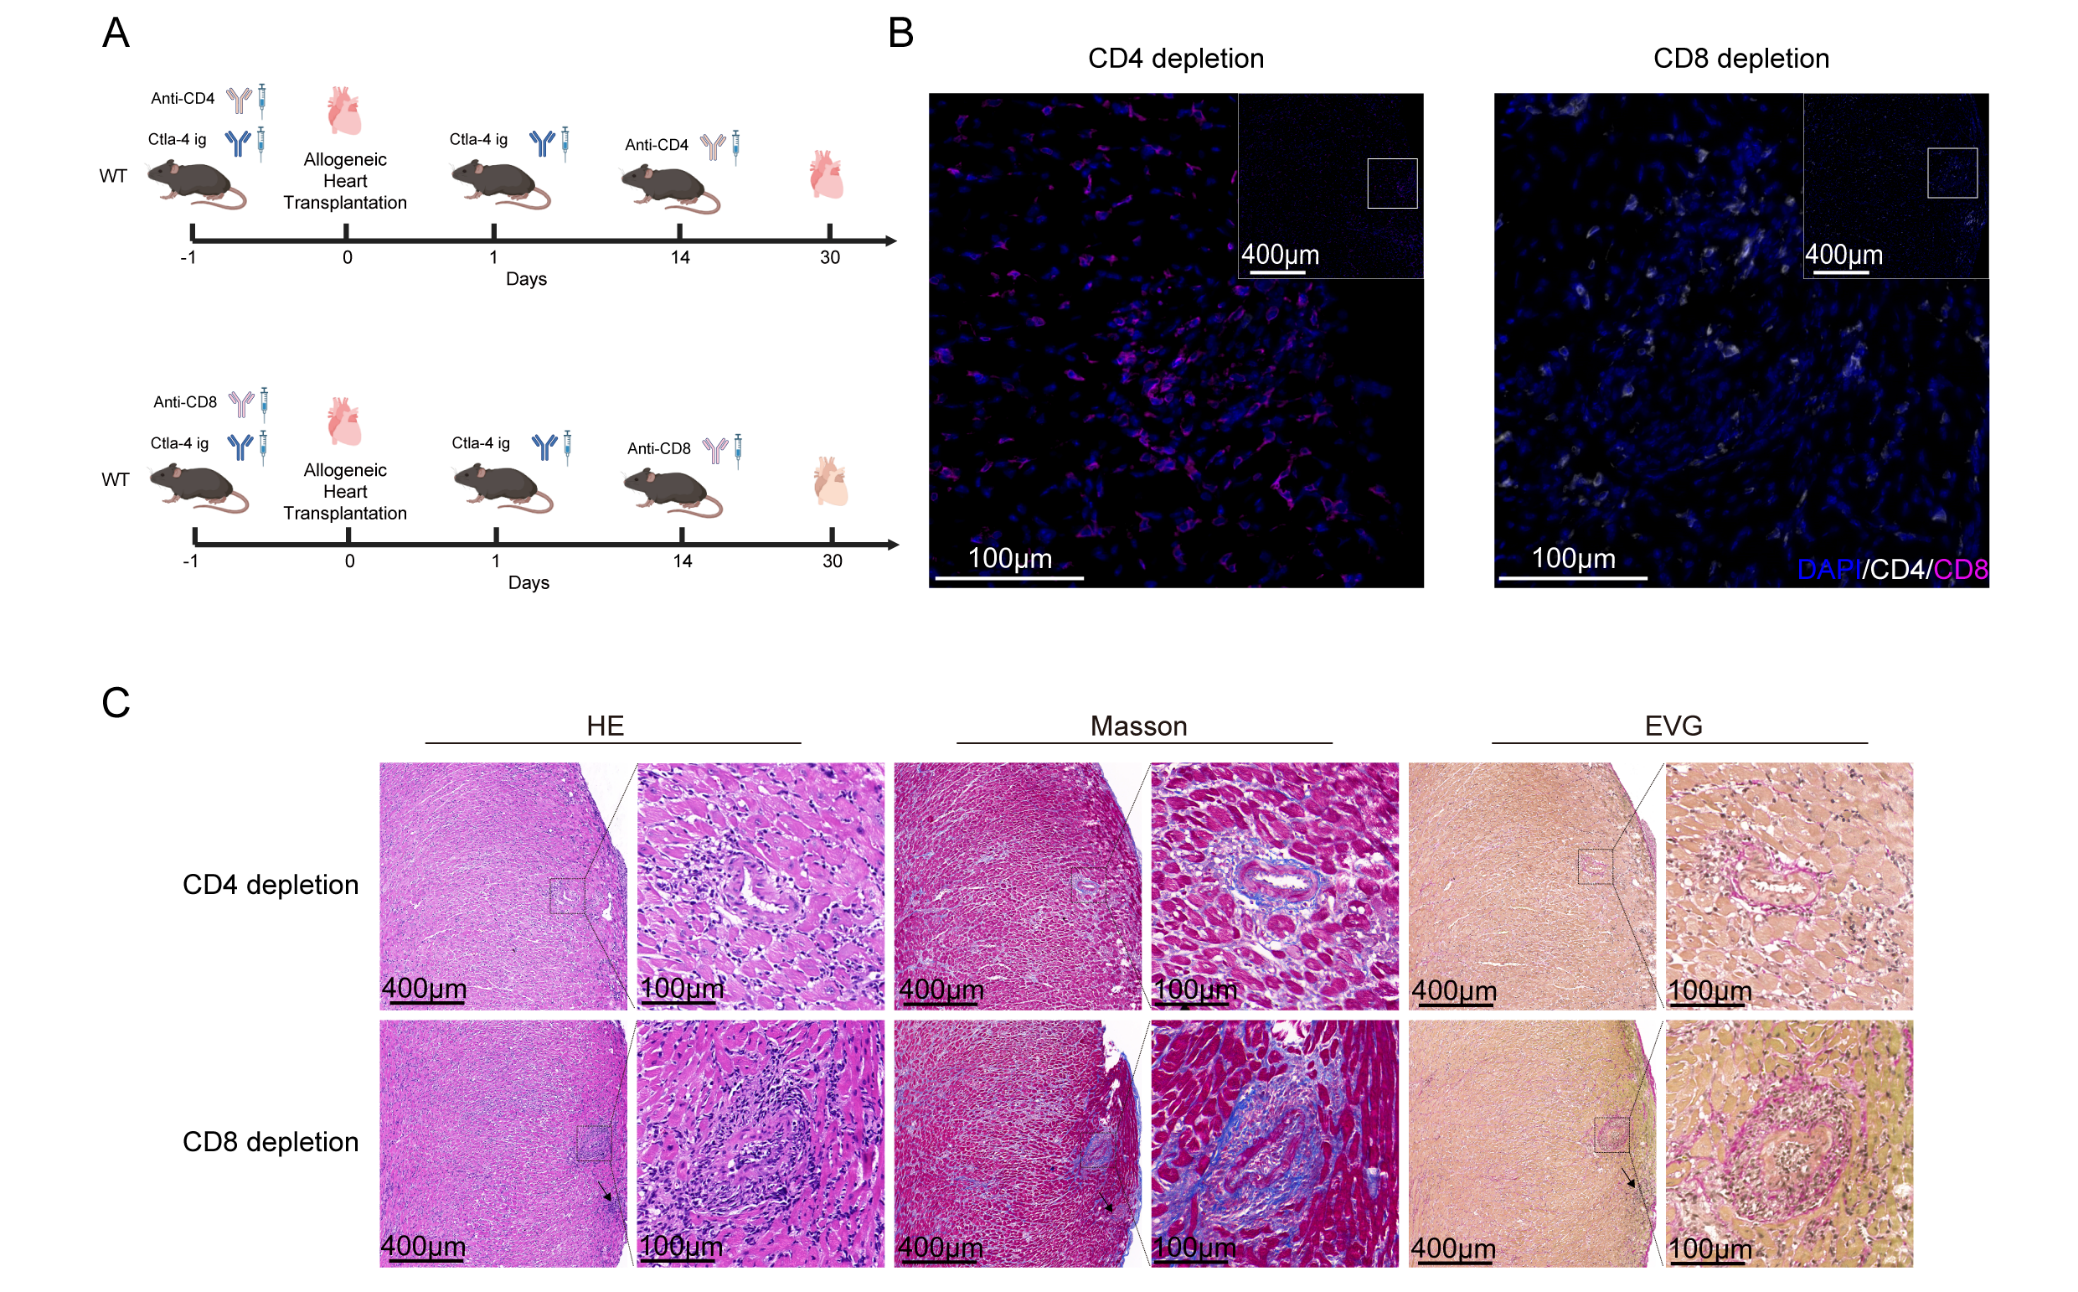

**Figure S4.** (A) Construction of the CAV model in CD4-depleted and CD8-depleted recipient mice. (B, C) Representative mIHC (B) and histological (C) images of transplanted hearts from CD4⁺- or CD8⁺-depleted recipient mice harvested on day 30 post-transplantation (n = 6).

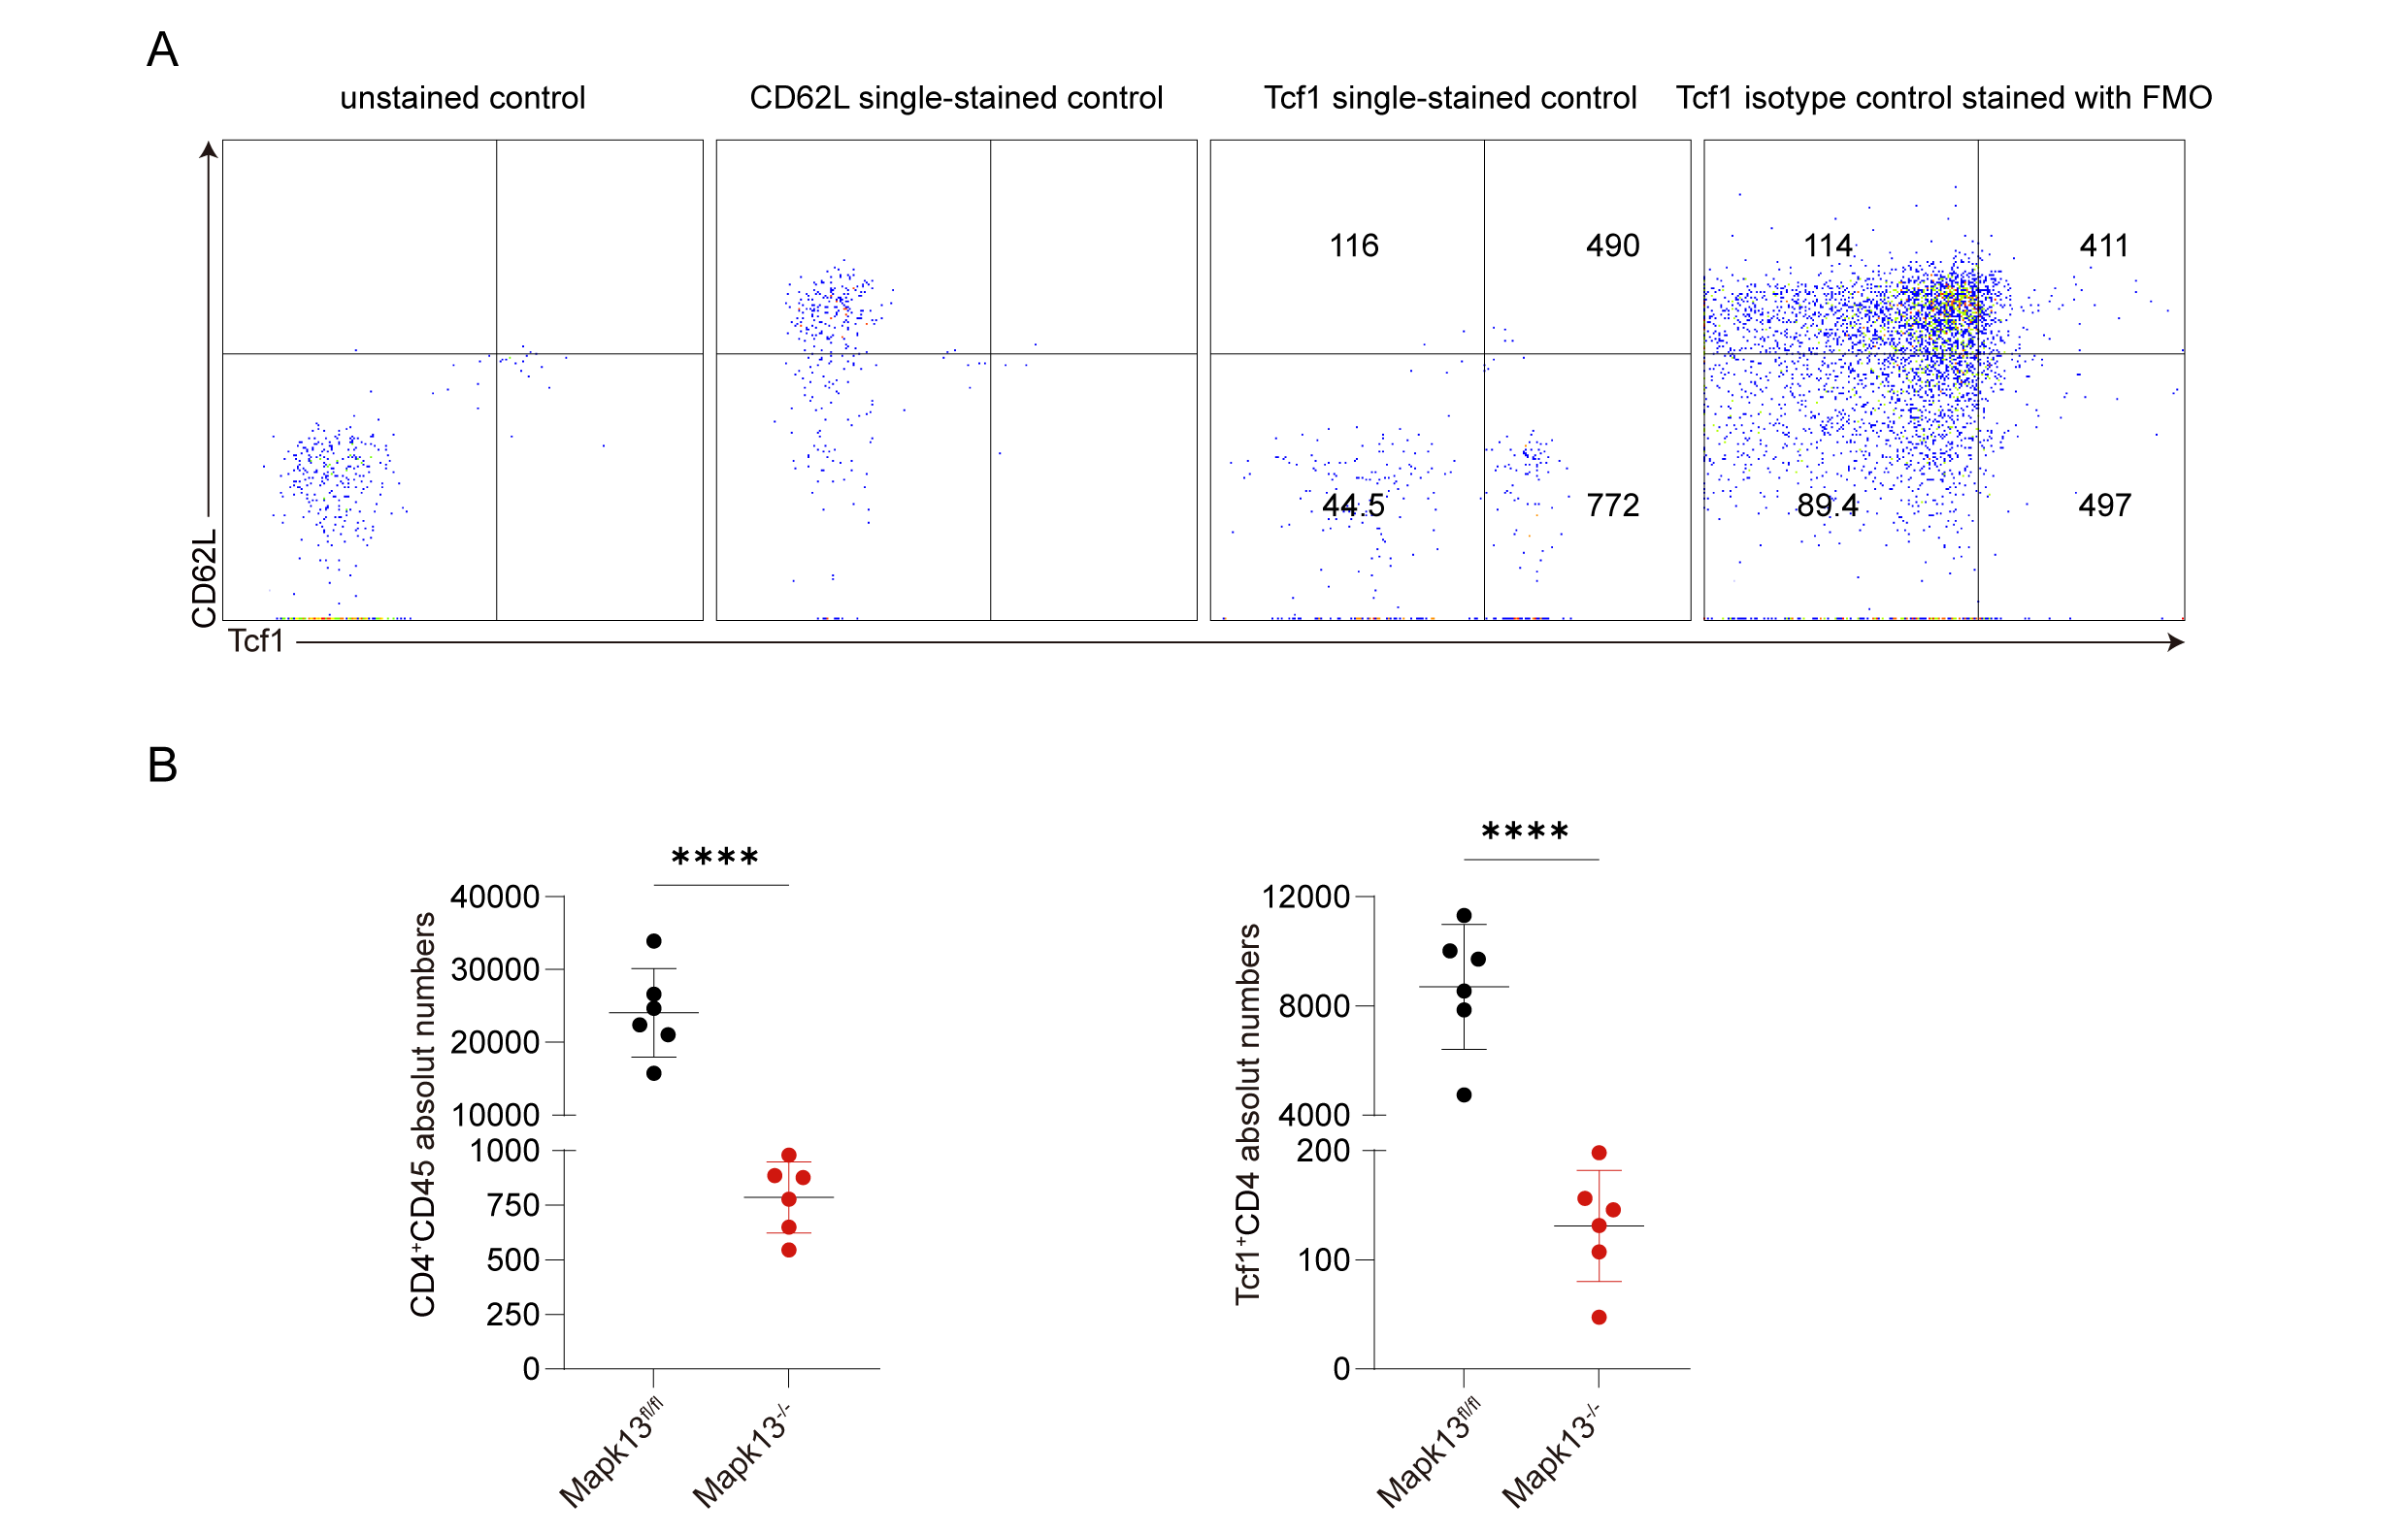

Figure S5. (A) Gating strategy and controls for the flow cytometry analysis of T cell subsets presented in Figure 3G-O. (B) Absolute numbers of infiltrating CD4⁺ T cells and Tcf1⁺CD4⁺ T cells in transplanted hearts of Mapk13^-/-^ recipient mice and Mapk13^fl/fl^ mice (n = 6).

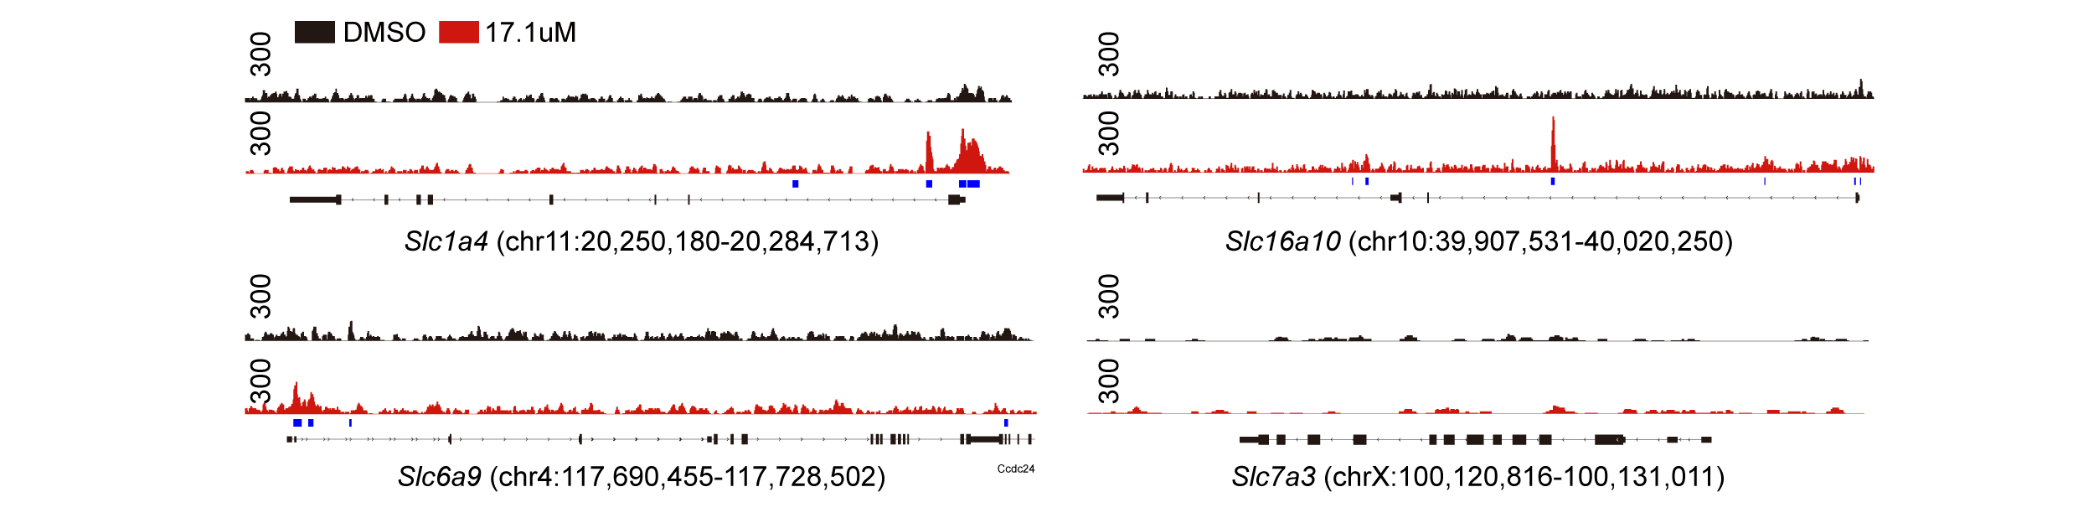

**Figure S6.** ChIP-seq tracks at *Slc1a4*, *Slc16a10*, *Slc6a9* and *Slc7a3* loci.

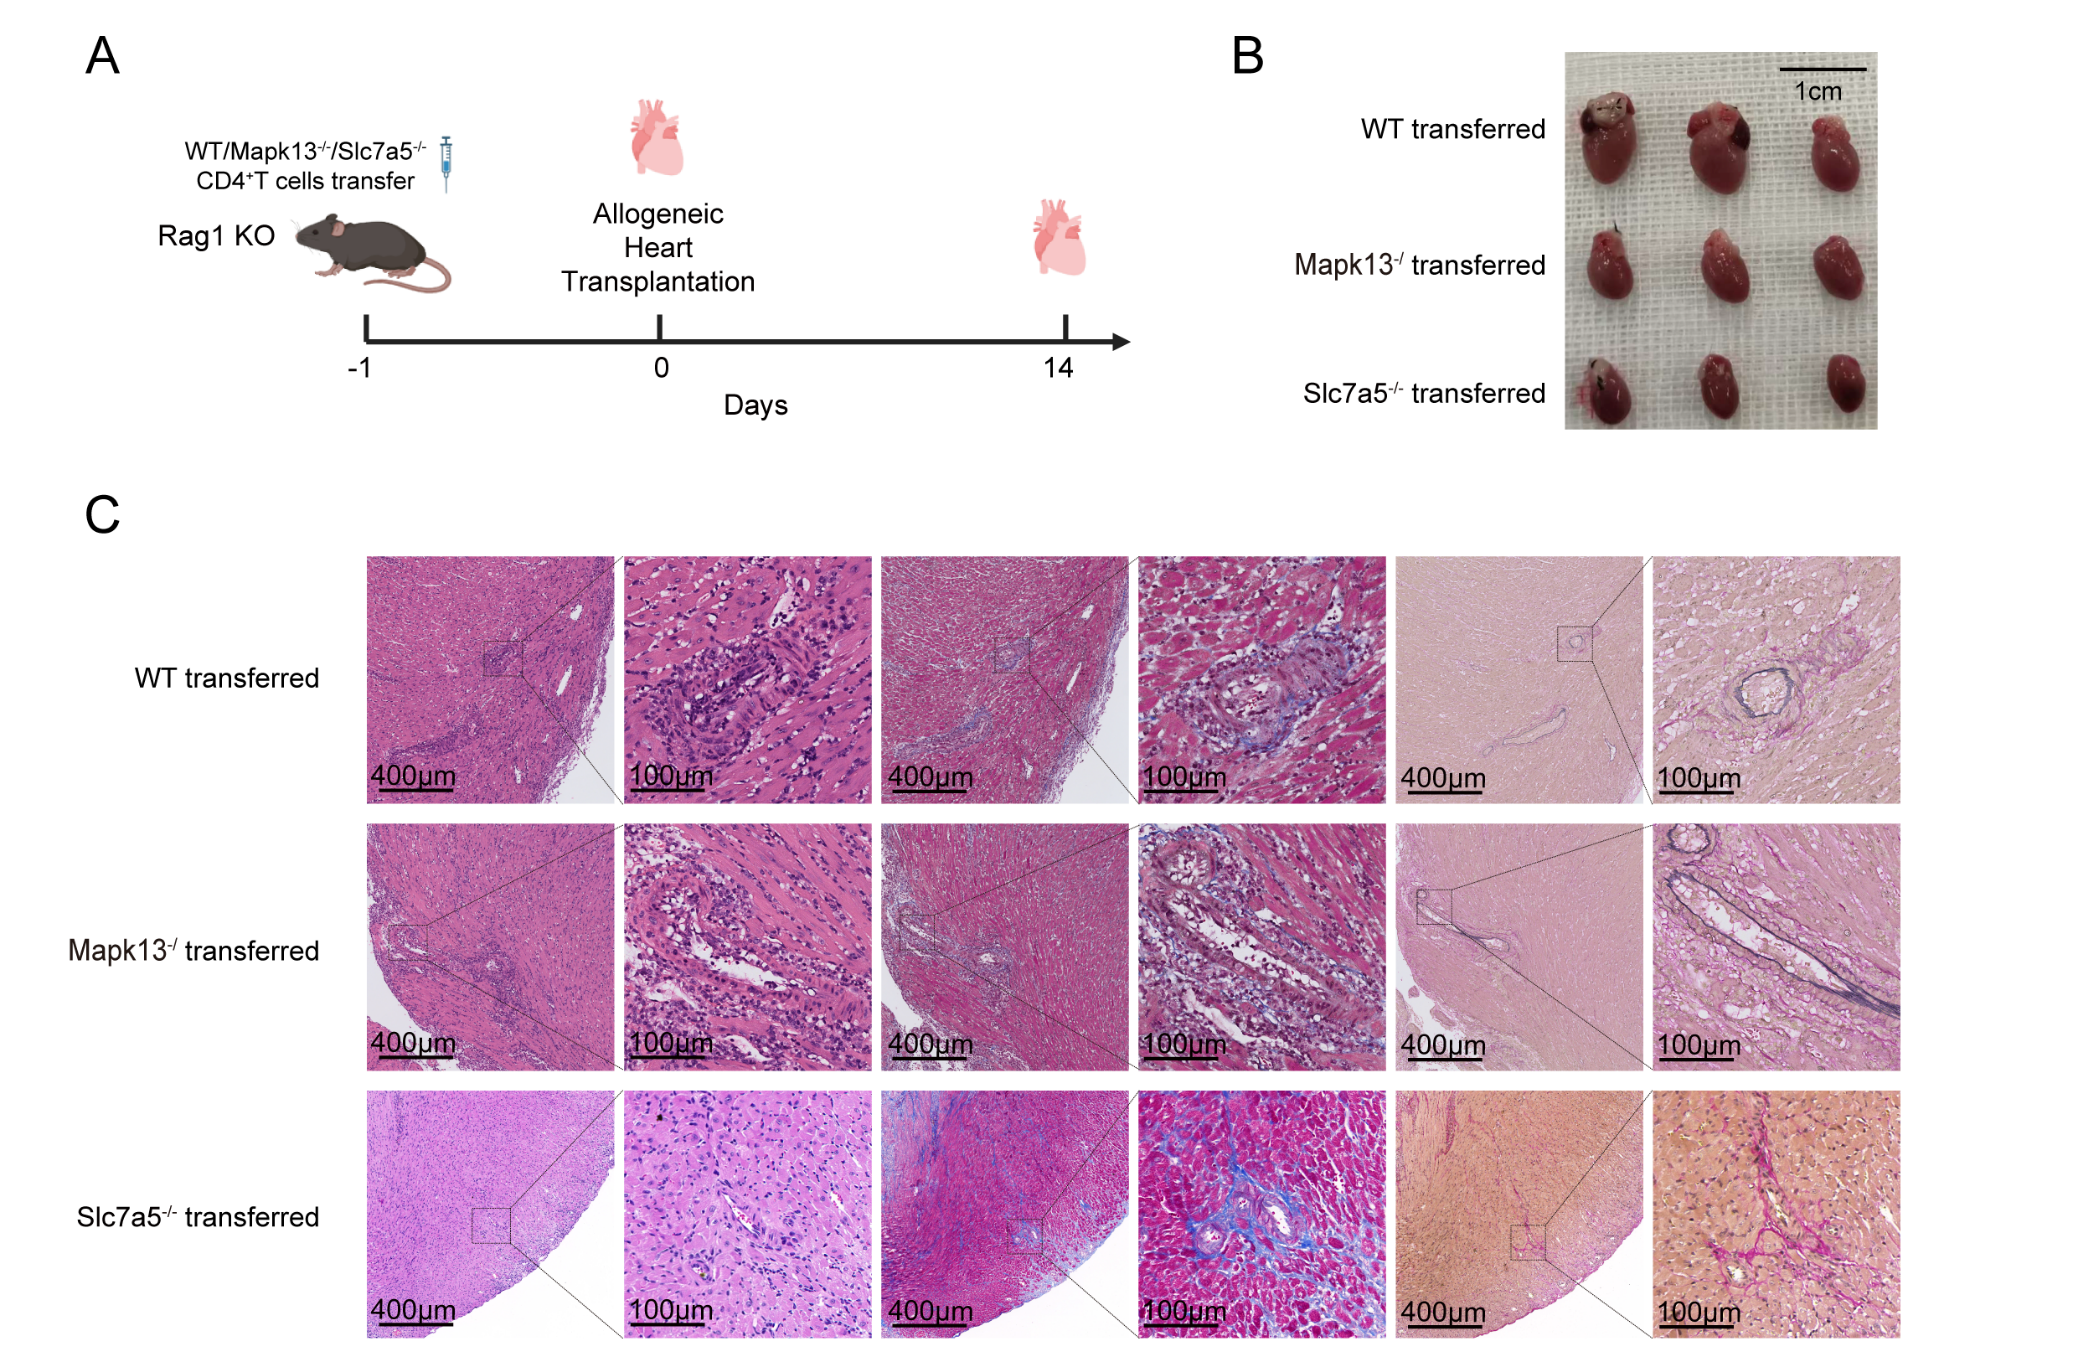

**Figure S7.** CD4⁺ T cells were isolated from spleens of wild-type, Mapk13^-/-^, or Slc7a5^-/-^ mice and adoptively transferred into Rag1 knockout recipients (3 × 10⁶ cells per mouse). Recipient mice subsequently underwent heterotopic abdominal heart transplantation using BALB/c donor hearts. (A) Construction of the CAV model established by adoptive transfer of CD4⁺ T cells. (B) Morphological comparisons of transplanted hearts harvested from Rag1^-/-^ recipient mice at day 14 after heart transplantation. (C) Representative histological staining of transplanted hearts (n = 6).

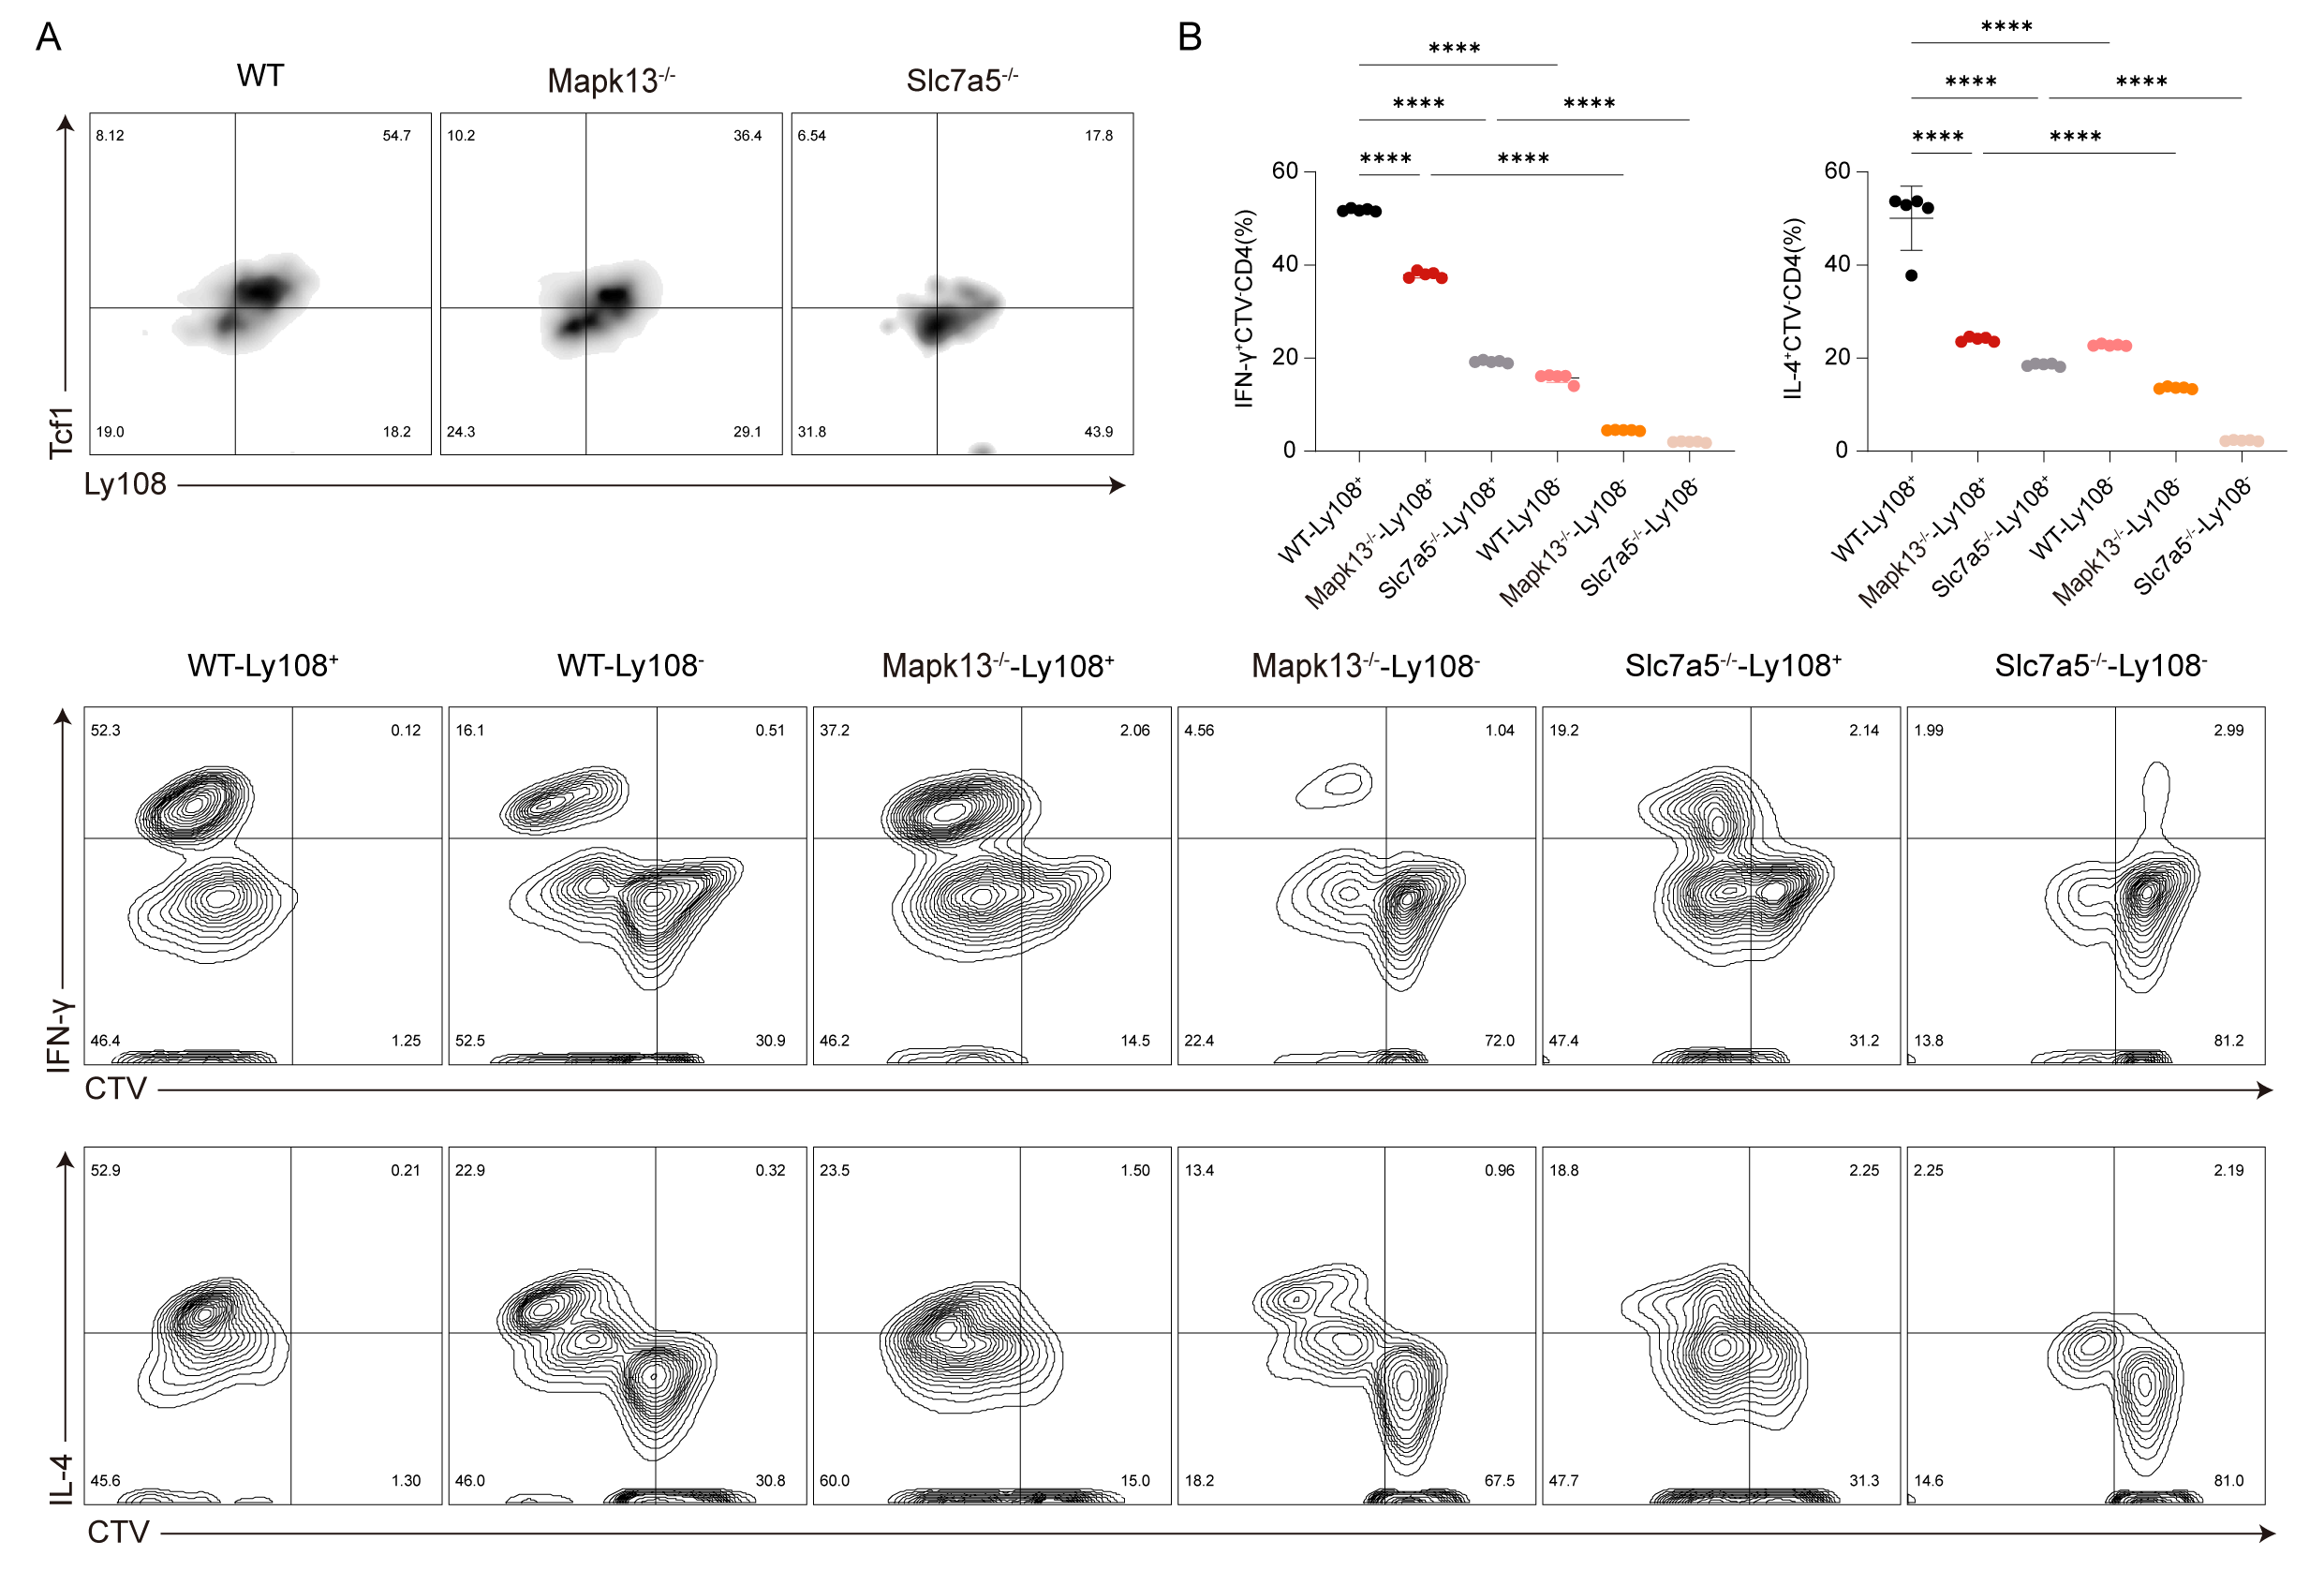

**Figure S8.** Splenic CD4⁺ T cells from WT, Mapk13^-/-^, and Slc7a5^-/-^ mice were stimulated with anti-CD3/CD28 for 72 h. (A) Representative flow cytometric analysis showing overlap between Ly108 and Tcf1 expression. (B) Ly108⁺ and Ly108⁻ CD4⁺ T cells were sorted, labeled with CTV, and cultured under Th1 or Th2 polarizing conditions for an additional 72 h. Representative flow cytometric analysis showing cell proliferation and differentiation. *****p*<0.00001.

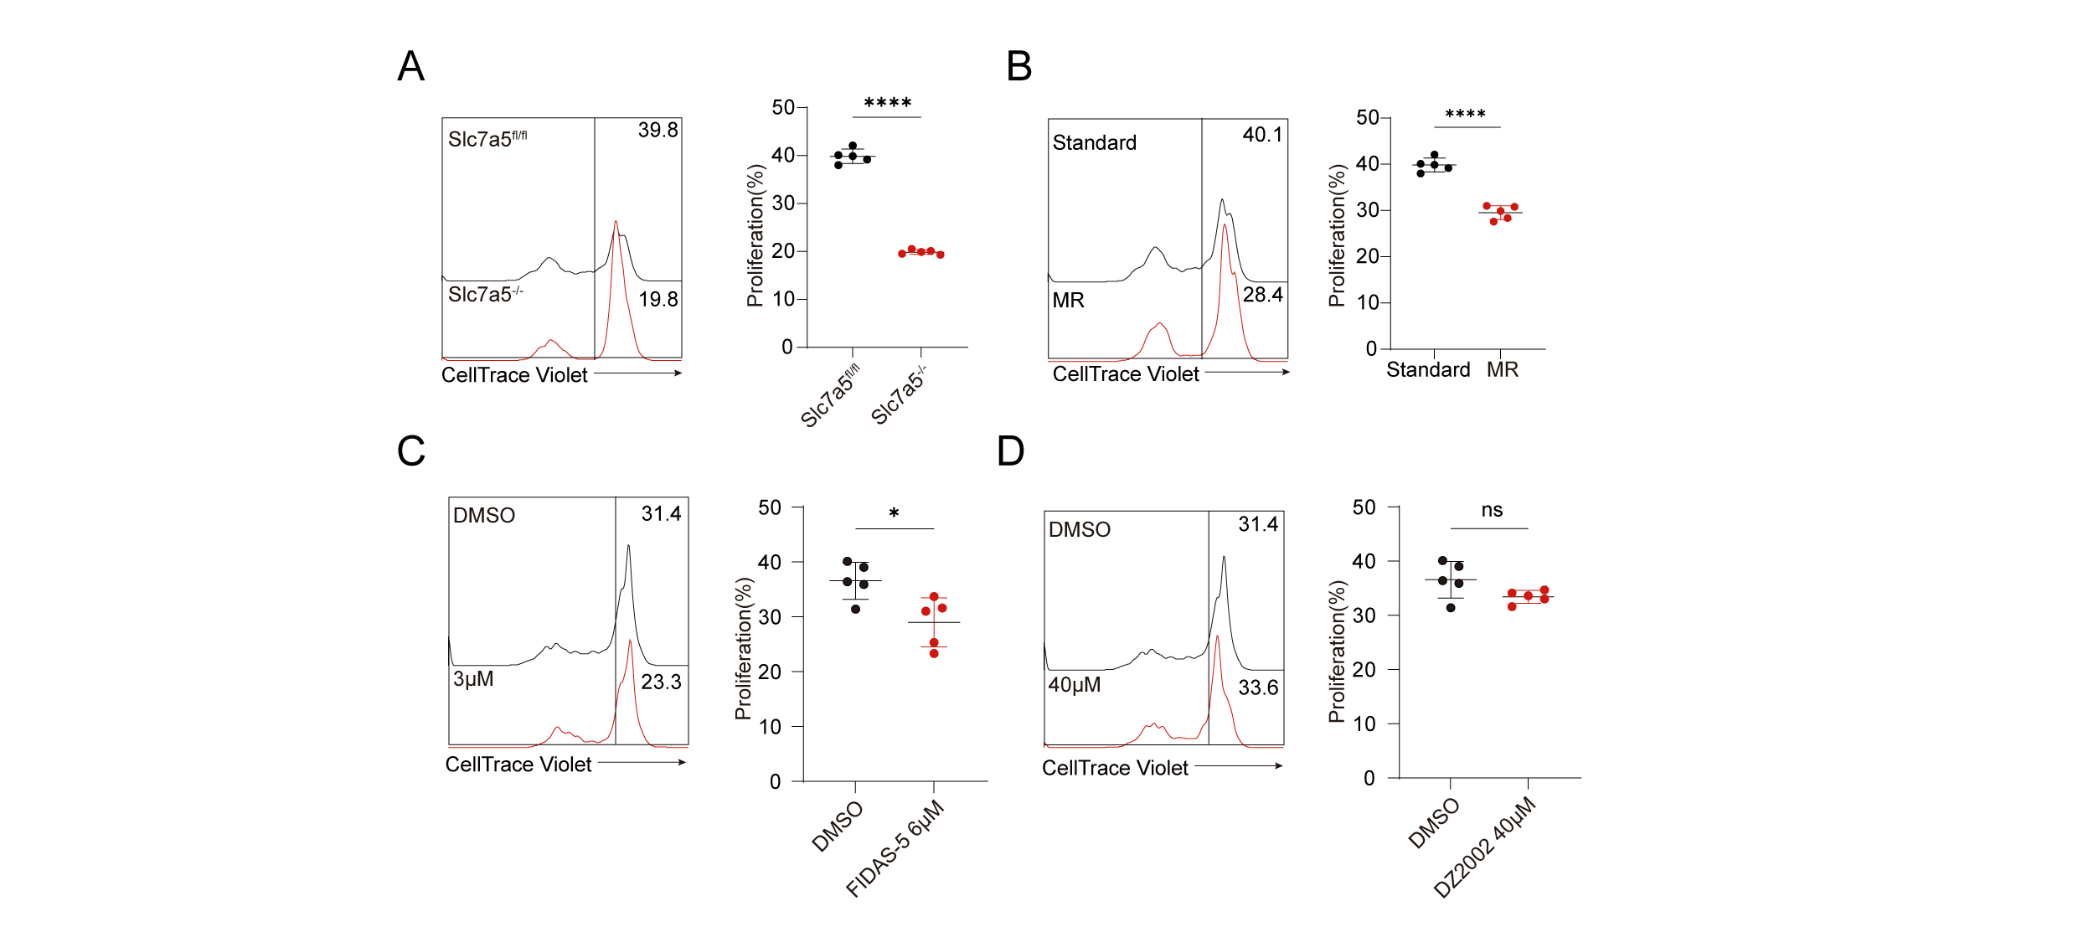

**Figure S9.** (A-D) CD4^+^ T cells were isolated from the spleen and used to perform mixed lymphocyte culture assays. (A) Cell proliferation of CD4^+^ T cells from Slc7a5^fl/fl^ and Slc7a5^-/-^ mice (n=5). (B) Cell proliferation of CD4^+^ T cells cultured in standard medium or MR medium (n=5). (C) Cell proliferation of CD4^+^ T cells cultured in the presence of FIDAS-5 or DMSO (n=5). (D) Cell proliferation of CD4^+^ T cells cultured in the presence of DZ2002 or DMSO (n=5). ns, not significant, **p*<0.01, *****p*<0.00001.

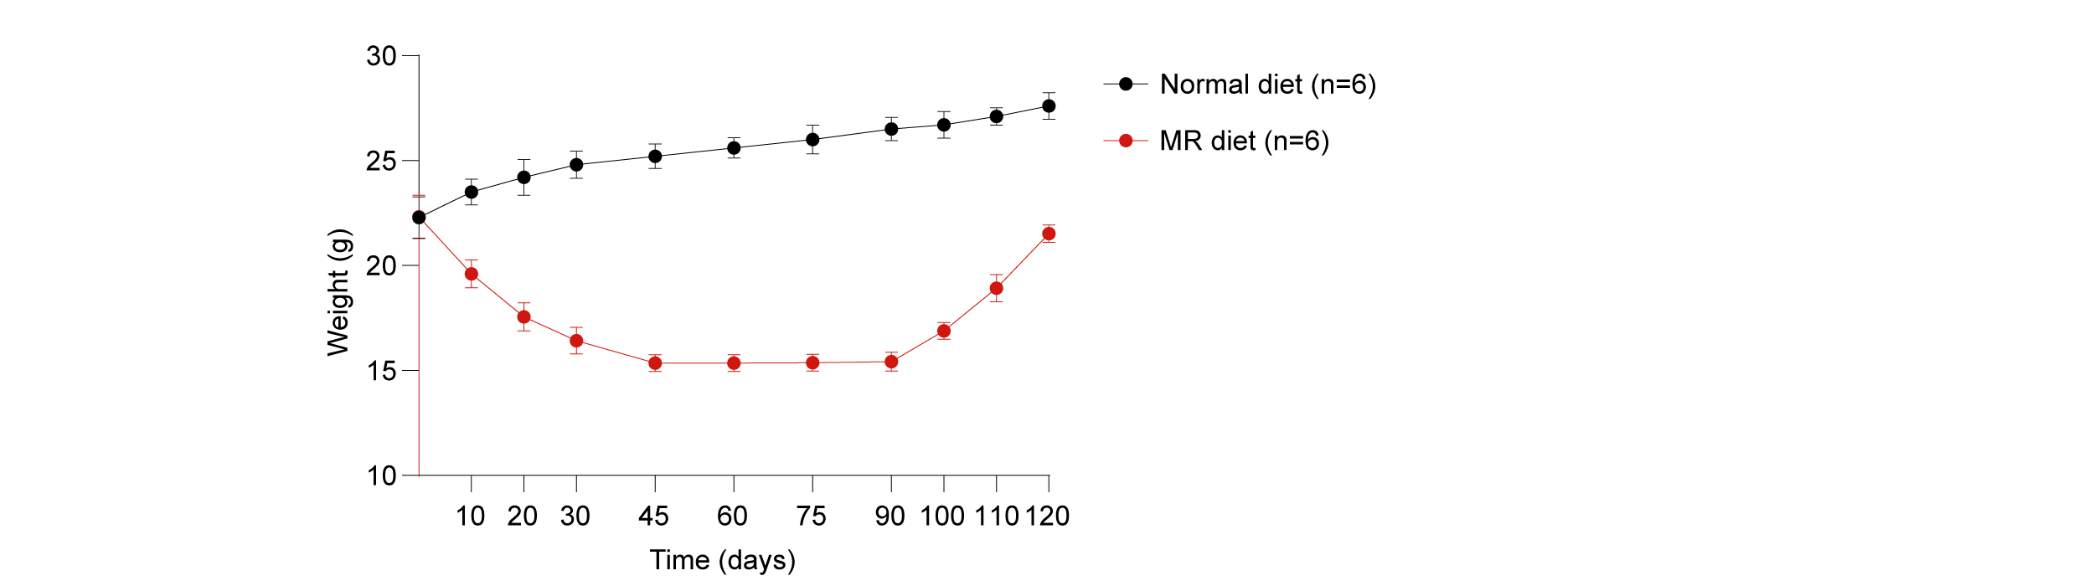

**Figure S10.** Body weight curves of recipient mice after heart transplantation.

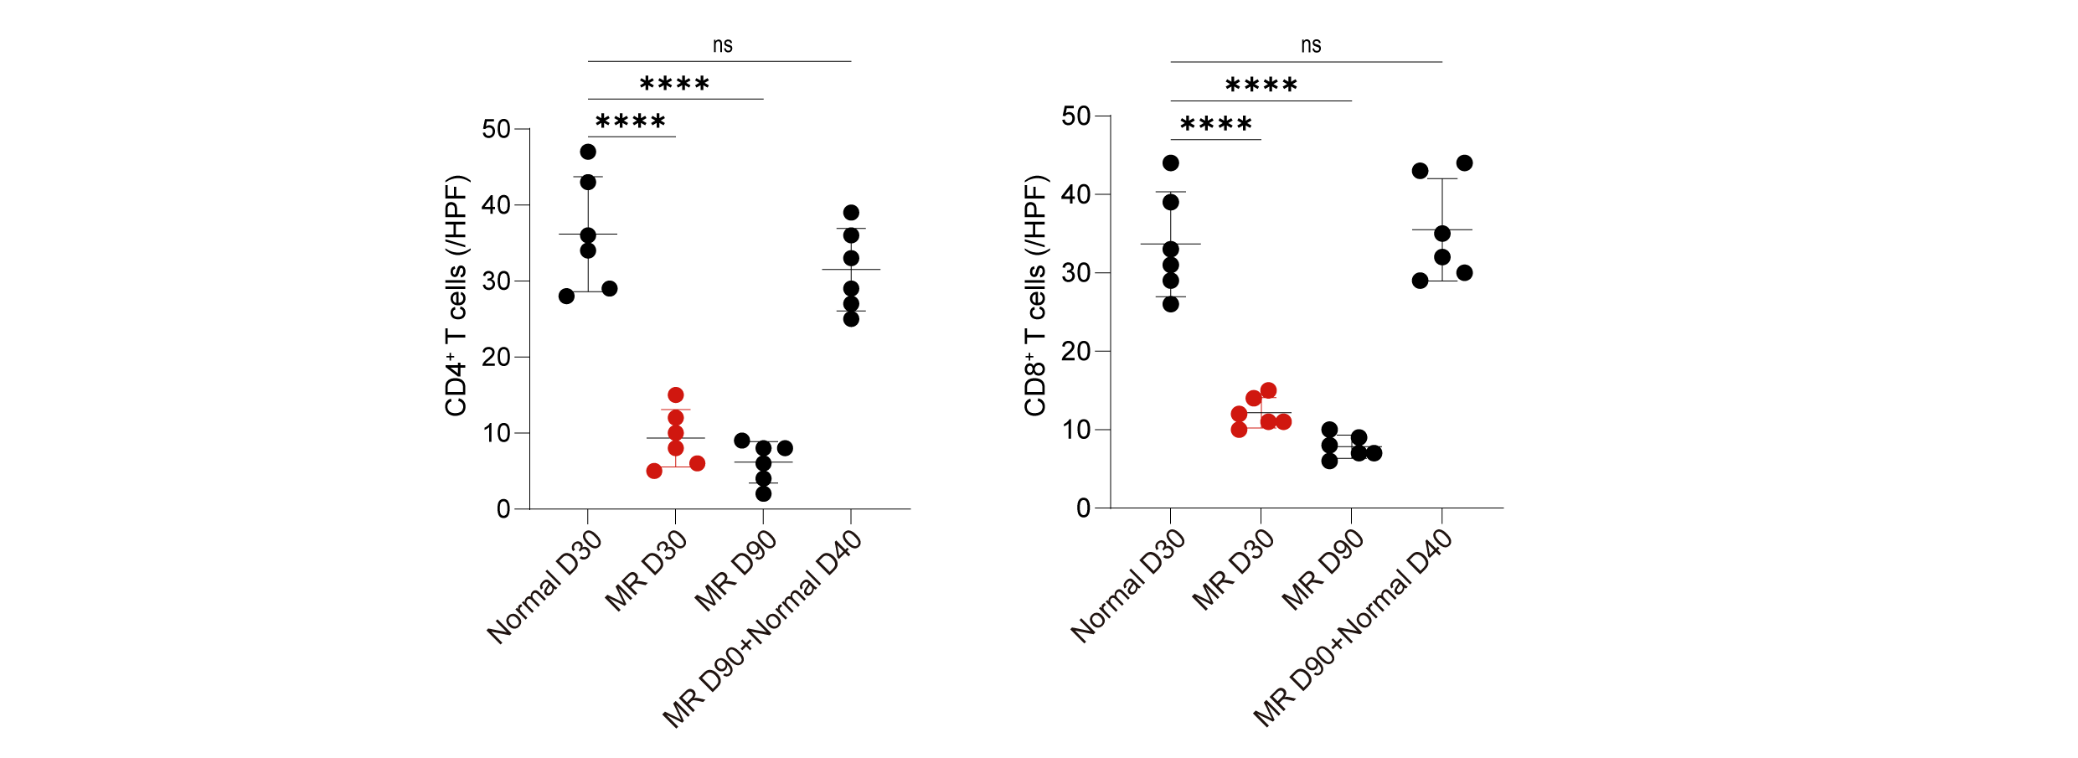
**Figure S11.** Proportions of CD4⁺ and CD8⁺ T cells shown in Figure 7F (n = 6). ns, not significant, *****p*<0.00001.

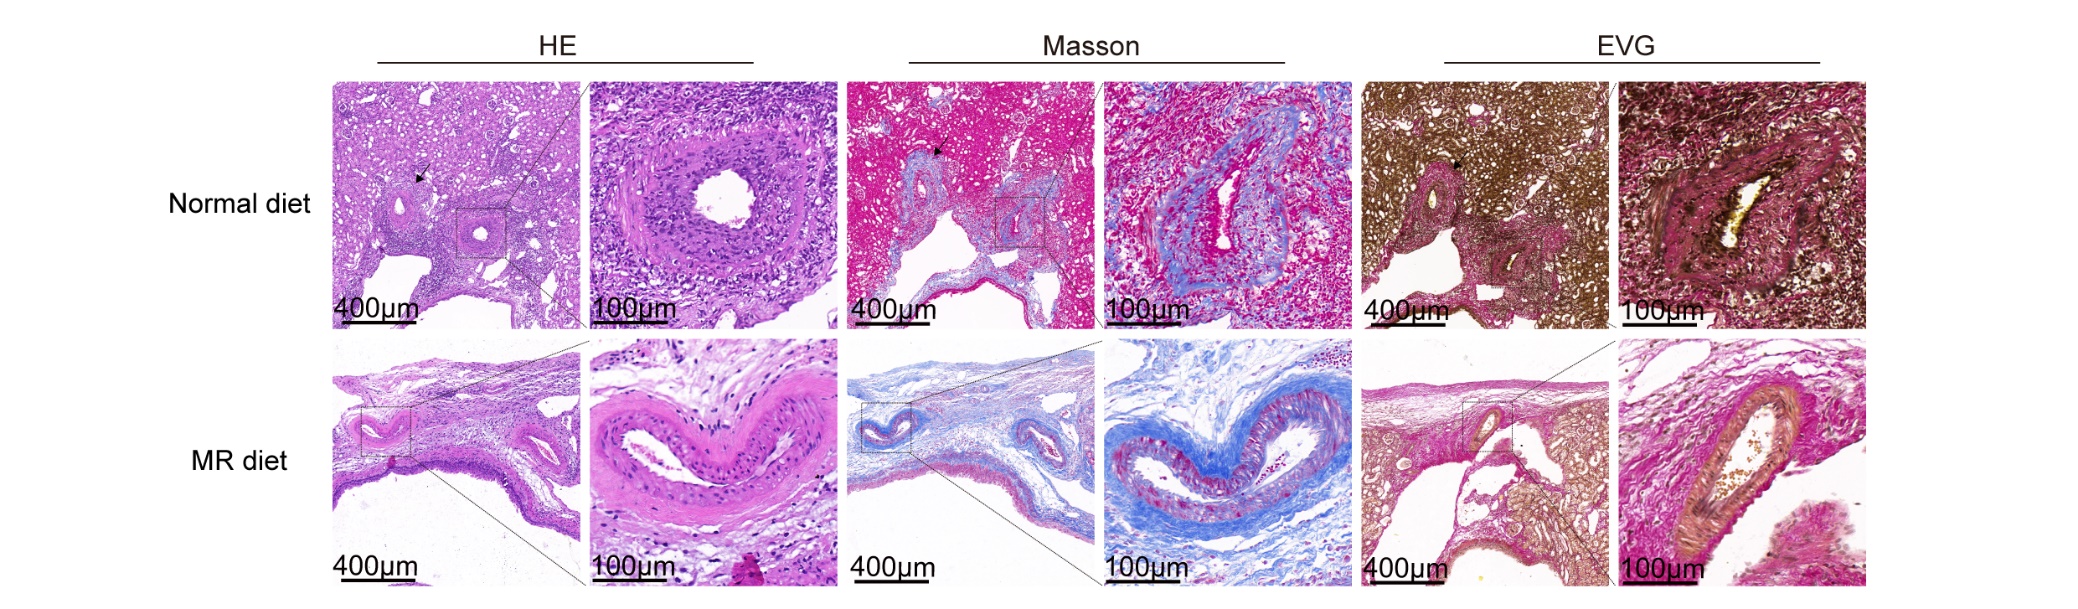

**Figure S12.** Representative histological stain of transplanted kidneys from normal diet and MR diet recipient mice harvested on day 90 post-kidney transplantation.

|  | Abbreviation |
| --- | --- |
| chronic allograft vasculopathy | CAV |
| chronic cellular rejection | CCR |
| multiplex immunohistochemistry | mIHC |
| methionine-restricted | MR |
| adenosylmethionine | SAM |

How the deposited data were processed for this re-analysis (not part of the article)

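RNA-seq of mouse splenic CD4+ T cells treated with MAPK13-inhibitors or DMSO was used, with 3 libraries per group. Samples were assigned to groups from the sample labels and the legend of Fig. 4. The ChIP-seq, CUT&Tag-seq and other experiments of the paper were not analysed here. The authors quality-filtered the reads, aligned them to the mouse reference genome and quantified them, as the methods state. The paper's text does not name the aligner, the counting program, their versions, the genome build or the annotation.

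For replicates 2 and 3 of each group, the authors deposited raw counts per gene, as whole numbers without normalization, in a table of 35602 genes. Every gene has a name, 0 names are duplicated, and 0 columns of the table were left unused. For the replicate 1 pair the authors deposited 1 value per gene, over 34714 genes, normalized by them for gene length and library size if the values are FPKM, as they are read here. That unit is not named by the authors and was inferred from the values, which are not whole numbers, sum to 405150 and 390729, and exceed 0 for 20026 and 20554 genes. The design set before the data were examined foresaw a fit of all 6 libraries if all values were counts, and otherwise a fit of the count table alone with the other pair given as values. The second form applies. The replicate 1 pair is therefore given as FPKM and as log2 ratios with a pseudocount of 1, or of 0.1 as an alternative, and has no p-value. Such log2 ratios understate the change of genes with low values.

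Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr at its defaults (minimum count 10, minimum total 15), which left 16269 genes. Libraries were scaled by TMM, with factors of 0.960 and 0.955 for the DMSO libraries and 1.05 and 1.04 for the MAPK13-inhibitors libraries. Between 26874805 and 33854760 counts were available per library, on 19159 to 21575 genes, and the 10 most abundant genes took 6.83% to 8.21% of them. The groups were compared with edgeR's quasi-likelihood test, 2 libraries against 2 and with no covariate, since the 4 libraries belong to 1 library batch, and p-values were adjusted by the Benjamini-Hochberg method. Normalized values are CPM, counts relative to the library total scaled by TMM. The summed CPM of marker genes are an exception, scaled by library totals alone. A group with all libraries at or under 3 counts was taken to be at the floor, and the fold change of such a gene is given as a bound computed against 3 counts. Log2 fold changes and fold bounds were computed here and none was taken from deposited values.

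Gene sets were compared with camera of limma 3.58.1, with a preset correlation of 0.01 between genes, for sets with at least 5 genes tested. Hand-written lists covered amino acid transporters, the one-carbon pool by folate, cysteine and methionine metabolism, serine and glycine synthesis, alanine, aspartate and glutamate metabolism, glutathione metabolism, cytosolic aminoacyl-tRNA synthetases, the ATF4 response, stem-like T cell genes, the cell cycle, interferon response genes, effector cytokines, heat shock and proteotoxic stress genes, sterol synthesis, sex genes, and markers of erythroid cells, B cells, CD8 T cells, macrophages, neutrophils and CD4 T cells. All *Slc* genes formed a further list. Reactome sets came from the gene sets supplied with fgsea 1.28.0 and were used where at least 80% of the members were matched. They covered solute carrier transport, amino acid transport, amino acid metabolism, amino acid synthesis, sulfur amino acids, folate, tRNA aminoacylation, glutathione synthesis, cytokine signaling and interferon alpha and beta signaling. The matched share ranged from 88.9% to 100%. A total of 28 sets had enough genes to be tested.

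The genes named individually were those the paper names for CD4+ T cells and at most 3 genes with the smallest p-values of each list. The 5 genes with the largest rise and the 5 with the largest fall, ranked by fitted log2 fold change, were also named. They were taken from genes with an adjusted p-value under 0.05 and the same direction in all numbered pairs. Genes named outside this rule are marked as chosen after their values were seen. *Xist* and *Eif2s3y*, given as counts only, are outside the rule without that mark. Some single genes that meet the rule are not reported here.

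The alternatives were RLE and upper-quartile normalization, no filter on low counts, at least 10 counts in every library, a fit with the replicate number as a block, DESeq2 1.42.0, each library left out in turn, other thresholds, fry, and camera with an estimated correlation. Scaling by library totals and exact tests with a fixed biological coefficient of variation of 0.4 or 0.45 were added after seeing the data. To place a list median among lists of similar genes, 10000 random lists of the same size were drawn, matched on expression in 20 level bins with a fixed seed. GC content and transcript length from GENCODE M21 (GRCm38) were available for 14699 of the genes tested (90.4%), and their trend was fitted by splines with 4 degrees of freedom. No gene coordinates are given beside expression values, since the build of the counts is not stated. The figure was drawn in Python 3.11.15 with matplotlib 3.10.9.

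The test was tried on simulated data, with counts drawn for the real genes at the depths of the real libraries. Of 200 genes changed by known fold changes, 172 (86%) were called with the right sign among 15291 genes tested, 5 unchanged genes were called, and the true and estimated log2 fold changes had a correlation of 0.991 across genes. Of 20 unchanged lists, 0 were called. Genes were drawn independently of each other at the common dispersion. The simulation therefore does not test lists whose genes move together, nor data in which most genes change.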

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

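All 6 patterns in this part are gene lists outside those the paper discusses that passed camera. The tests of scaling, the other tests of the ATF4 response except that of cell division, the test of the share of CD4 T cells and the test of the macrophage list alone were chosen only after the result was seen. So was the way the test of cell division is read. Lists and alternatives were written before the data were examined, except the scaling by library totals, which was added after seeing the data and gave the medians nearest to 0 of the ATF4 and cell cycle lists.

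The ATF4 response genes, targets of the transcription factor that answers amino acid shortage, were lower with MAPK13-inhibitors. The median log2 fold change of the 38 genes tested was −1.41, with 34 lower and 1 higher at an adjusted p-value under 0.05 and the same numbers adjusted over the list alone (adjusted p = 2.81e-47 from camera, and between 7.76e-54 and 0.304 over the alternatives, of which only the estimated correlation lost the call). The median stayed between −1.53 and −1.33 with each library left out. *Stc2* (−3.84), *Atf5* (−2.72) and *Trib3* (−2.61) had the smallest p-values. All 38 genes were above the floor in both DMSO libraries, 19 are also in another list and 5 are named by the study. Under the scaling that brought the list nearest to 0 its median was −1.29, and after removal of the trend on GC content and length it was −1.502, so neither accounts for the fall. The separately made replicate 1 pair gave a median log2 ratio of −1.42, lower than all 10000 random lists, which argues against an artefact of the count-table libraries. Cell cycle genes fell as well, to a median of −0.56, and since it is not known how far slower division would lower the ATF4 list, it stays open as a cause. The 16 members that are neither transporters nor amino acid or one-carbon enzymes had a median of −1.33, with 14 of them lower. These values are consistent with the hypothesis of a lower ATF4 response in the treated cells rather than a change of amino acid genes alone. Whether the inhibitor acts on it through Mapk13 was not tested.

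Cell cycle genes had a median log2 fold change of −0.56 over the 30 genes tested, with 25 lower and 1 higher, also when adjusted over the list alone (adjusted p = 0.000165 from camera). The call was lost with fry (adjusted p = 0.097) and with an estimated correlation (0.631), within a range of 7.48e-08 to 0.631 over the alternatives. The median was −0.41 without MAPK13-inhibitors replicate 2 and −0.76 without MAPK13-inhibitors replicate 3. *Pcna* (−1.04), *Rrm2* (−1.30) and *Mcm2* (−1.07) had the smallest p-values. All 30 genes were above the floor in both DMSO libraries, 3 are also in another list and 0 are named by the study. The scaling that brought the list nearest to 0 left a median of −0.44, the removal of the trend on GC content and length gave −0.65, and the replicate 1 pair gave −0.74, below all 10000 random lists. These tests argue against each as the whole cause. A lower rate of division with the inhibitor may be behind the fall, which is a hypothesis for these libraries. Apart from the RNA values, the paper reports by flow cytometry that MAPK13-inhibitors lowered the proliferation of CD4+ T cells (Fig. 2I).

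Sterol synthesis genes were higher, with a median log2 fold change of 0.65 over the 20 genes tested, 15 higher and 3 lower, also when adjusted over the list alone (adjusted p = 0.000106 from camera). The call was lost with fry (0.0653) and an estimated correlation (0.562), within a range of 1.07e-05 to 0.562 over the alternatives. *Stard4* (1.21) and *Sc5d* (1.38) were among the genes with the smallest p-values. All 20 genes were above the floor in both DMSO libraries, and 0 are in another list or named by the study. The median nearest to 0 under any scaling was 0.65, that of TMM. The other scalings moved all genes upward and could not have brought this list nearer to 0, so they do not exclude scaling. After removal of the trend on GC content and length the median of the list was 0.53, so that trend does not account for the rise. The median was −0.10 in the replicate 1 pair, inside the range of random lists (−0.20 to 0.25). An effect of the culture or library batch of replicates 2 and 3 is therefore a candidate explanation, and the rise is not called biological.

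Markers of B cells were higher (12 genes tested, median log2 fold change 0.50, 9 higher and 1 lower, adjusted p = 0.00229 from camera), as were markers of macrophages (8 genes tested, median 1.79, or 1.73 with the gene at the floor in DMSO at its bound, 7 higher and 0 lower, adjusted p = 0.0128 from camera). Markers of CD4 T cells were lower (7 genes tested, median −0.71, 5 lower and 0 higher, adjusted p = 0.000981 from camera). These numbers were the same adjusted over each list alone. The adjusted p ranged from 0.000734 to 0.304 for B cells, from 0.0029 to 0.445 for macrophages and from 0.000227 to 0.445 for CD4 T cells over the alternatives, and each of the 3 calls was lost only with an estimated correlation. Of the markers tested, 12 of 12 for B cells, 7 of 8 for macrophages and 7 of 7 for CD4 T cells were above the floor in both DMSO libraries, and 0 are in another list or named by the study. Scaled by library totals alone, the summed CPM of the B cell markers went from 2971 and 2859 in the DMSO libraries to 4463 and 4328 in the inhibitor libraries. That of 11 macrophage markers went from 73.2 and 66.4 to 116 and 114.5. *Blk* (1.07), *Cd74* (0.63) and *H2-Aa* (0.67) of the B cell list, *Cd68* (1.44), *Lyz2* (2.81) and *Adgre1* (2.50) of the macrophage list, and *Lck* (−1.20), *Cd3g* (−1.56) and *Cd3e* (−1.37) of the CD4 T cell list had the smallest p-values. Genes of 1 list moved apart. *Cd22* (−0.39) was not higher and *Cd4* (0.00) and *Zap70* (0.11) were not lower, 3 genes chosen after their values were seen.

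A lower share of CD4 T cells among the cells sequenced would raise the markers of all other cell types alike. The summed CPM of 4 hemoglobin genes, scaled by library totals alone, was at least 12.15-fold higher between any inhibitor and any DMSO library. That of the B cell markers was at most 1.56-fold higher, so a lower share of CD4 T cells would not account for both. This holds only if hemoglobin RNA came from other cells, and its source is open. Hemoglobin is also outside the B cell, macrophage and CD4 T cell lists. The test therefore cannot exclude a lower share as the cause of the changes in those lists. Their summed CPM changed 1.51-fold for B cells, 1.65-fold for macrophages and 0.772-fold for CD4 T cells. A change in the cell types that rose stays open. In the replicate 1 pair the B cell markers had a median log2 ratio of −0.23, on the other side of 0, and the CD4 T cell markers had 0.09, which is consistent with an effect of the culture or library batch of replicates 2 and 3 on both lists. The macrophage markers had 0.30 there, above 99.7% of random lists, which goes against such an effect for that list. Only 2 of its 8 genes had at least 1 FPKM in both libraries of that pair, so such an effect is not excluded. A biological effect of the inhibitor on these lists stays open as well.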

How the results depend on the processing

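The alternatives named first were set before the data were examined. Scaling by library totals, the exact tests with a fixed biological coefficient of variation (BCV) and the fold changes of single library pairs were chosen after seeing the data, and the exact tests on pairs were run with the paper's numbers of genes known.

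Under RLE, upper-quartile normalization, no filter, at least 10 counts in every library, the replicate block, library totals and DESeq2, the number of genes with an adjusted p-value under 0.05 lay between 8624 and 10721 against 10374, with 8621 to 10290 of the same genes called. The split between lower and higher genes was 50.6% lower, and 41.1% lower with library totals, a scaling that moved the median of all genes by 0.13. With an absolute log2 fold change over 1 required as well, 3799 genes passed, 1686 lower and 2113 higher, since fewer genes can meet both. With at least 10 counts in every library, 2567 genes passed an unadjusted p-value under 0.05 and an absolute log2 fold change over 1 in place of 3917, of which 1265 were higher, over the 14166 genes that were then tested. An adjusted p-value under 0.1 gave 11369 genes.

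The exact tests on pairs of libraries also counted genes with an unadjusted p-value under 0.05 and an absolute log2 fold change over 1. They used 3 filters, at least 1 count in the pair, over 1 CPM in at least 1 library, and at least 10 counts in each library, given in this order. For DMSO replicate 2 against MAPK13-inhibitors replicate 2, a BCV of 0.4 gave 2070, 1197 and 844 genes (753, 535 and 445 lower, 1317, 662 and 399 higher), and a BCV of 0.45 gave 1558, 878 and 565 (519, 369 and 294 lower, 1039, 509 and 271 higher). For replicate 3 against replicate 3, a BCV of 0.4 gave 1765, 998 and 702 (638, 404 and 329 lower, 1127, 594 and 373 higher), and 0.45 gave 1366, 737 and 477 (446, 284 and 229 lower, 920, 453 and 248 higher). For DMSO replicate 2 against MAPK13-inhibitors replicate 3, a BCV of 0.4 gave 1703, 921 and 637 (544, 358 and 301 lower, 1159, 563 and 336 higher), and 0.45 gave 1328, 702 and 445 (392, 264 and 210 lower, 936, 438 and 235 higher). For DMSO replicate 3 against MAPK13-inhibitors replicate 2, a BCV of 0.4 gave 2160, 1227 and 879 (821, 536 and 461 lower, 1339, 691 and 418 higher), and 0.45 gave 1613, 903 and 598 (592, 384 and 318 lower, 1021, 519 and 280 higher). These tests compare 2 libraries, and a larger BCV lowers the number by construction. On all 4 libraries a BCV of 0.4 gave 2870 genes, 1213 lower and 1657 higher.

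The log2 fold change of *Slc7a5* kept its direction and its side of the threshold under all alternatives with a test, from −2.19 to −2.06, and was −2.28 for DMSO replicate 3 against MAPK13-inhibitors replicate 2 alone. The 5 transporters that fell and the 2 that rose kept their direction under all alternatives in the count table. *Slc6a19* was 2.14 without DMSO replicate 3 and 1.26 without DMSO replicate 2, and *Mapk13* was −2.28 without MAPK13-inhibitors replicate 3 and −0.94 without MAPK13-inhibitors replicate 2. Both genes have few counts.

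Of 28 gene sets, 17 passed camera. This held with RLE, upper-quartile normalization, at least 10 counts and library totals, while fry gave 20 of 28, 15 of them among the 17, and the estimated correlation 0 of 28, with 3 sets at an unadjusted p-value under 0.05. Without the filter 30 sets had enough genes to be tested, so that the adjustment ran over more sets, and 15 of the 30 passed, all among the 17. The amino acid transporters were lost without the filter (adjusted p = 0.0763) and with the estimated correlation (0.304), in a range of 0.00101 to 0.304 from camera and fry. The one-carbon list passed only with the replicate block (0.0265) and fry (0.0251), in a range of 0.0251 to 0.445. For these changes the cause was not tested. Some list medians depended on 1 library. Stem-like T cell genes went from 0.21 to 0.07 without MAPK13-inhibitors replicate 3, and heat shock genes from 0.13 to 0.36 without DMSO replicate 2 and to 0.0088 without DMSO replicate 3.

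Results near 0 changed sign. *Slc38a2* was −3e-04 with the replicate block and between −0.10 and 0.10 with each library left out. *Slc43a2* was 0.0568 with upper-quartile normalization, 0.0211 with at least 10 counts, 0.101 with library totals and between −0.0531 and 0.0055 with each library left out. The direction reversed for all solute carriers without the filter (adjusted p = 0.946), for Reactome solute carrier transport with fry (0.76), for Reactome glutathione synthesis without the filter (0.946) and for Reactome cytokine signaling with RLE (0.991), upper-quartile normalization (0.793), at least 10 counts (0.722) and library totals (0.732), with a median between −0.0179 and 0.0114 when libraries were left out. These adjusted p-values are from camera or fry. The cause was not tested.

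Among single genes and lists, alternatives set beforehand gave 471 results on the same side, 19 weaker, 4 stronger, 14 reversed and 53 moved by more than the spread. The replicate numbers do not pair the samples, as the differences between replicates of the 2 groups had a correlation of 0.00957 across 13378 genes. With the replicate block 10645 genes had an adjusted p-value under 0.05 and 18 sets passed, the added set being the one-carbon list. A fit without a batch term or of the second batch alone is the same as the reported one. The exact test on the first batch and the exact test on 3 against 3 libraries were not run, as the replicate 1 values are not counts. With 2 libraries per group no p-value is given when 1 is left out, and genes at or under 3 counts in a group allow only bounds.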

Differences from the paper's values

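The paper reports 517 differentially expressed genes, and 3917 were counted here with an unadjusted p-value under 0.05 and an absolute log2 fold change over 1, the thresholds drawn in Fig. 4C. The paper reports 310 downregulated genes, against 1713 here. None of the alternatives set before the data were examined closed either gap. They gave totals from 2567 to 4514 and lower counts of at least 1302. The paper's text does not name the test behind its numbers. In a search made after seeing the values, and with the paper's numbers known, 24 exact tests of 1 library against 1 with a fixed biological coefficient of variation were run. Of these, 0 gave 517 or 310, and 8 came within 1.5 times of both, with totals of 565, 702, 737, 477, 637, 702, 445 and 598. A further group came within 1.5 times of the lower count only, so that 16 settings did so in all. No setting is chosen from them.

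For *Slc6a19* the log2 fold change in the paper is about 2.1 in Fig. 4C, read by eye, against 1.63 here. Of the alternatives set before the data were examined, upper-quartile normalization (1.71), at least 10 counts in every library (1.67), the fit without DMSO replicate 3 (2.14) and that without MAPK13-inhibitors replicate 2 (1.73) lay within the replicate SD of the paper's value. RLE (1.64), no filter (1.62), the replicate block (1.66), DESeq2 (1.64), and the fits without DMSO replicate 2 (1.26) and without MAPK13-inhibitors replicate 3 (1.51) did not. Scaling by library totals (1.75) and the single pairs of DMSO replicate 2 with MAPK13-inhibitors replicate 2 (2.03) and replicate 3 (2.25), all chosen after seeing the values, also came near. Of the 7 transporters, the pair of replicates 2 alone, likewise chosen after seeing the values, gave −3.11 for *Slc6a9*, −2.75 for *Slc7a3*, −2.20 for *Slc7a5*, −2.20 for *Slc16a10*, −2.05 for *Slc1a4* and 2.95 for *Slc3a1*, against about −3.1, −2.7, −2.1, −2.1, −2.0 and 3.0 in Fig. 4C, read by eye. The values from all 4 libraries did not differ from these 6 by more than the replicate SD.

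The paper reports lower *Tcf7* mRNA by RT-qPCR in cells treated with the inhibitor, whereas the log2 fold change here was 0.29. Fig. 4A places oxygen transport and the hemoglobin complex, and the cellular response to interferon-beta, among downregulated terms, whereas here the erythroid list had a median log2 fold change of 3.03 (2.68 with the gene at the floor in DMSO at its bound) and the interferon response list had 0.33. The paper reports transmembrane transport as downregulated, whereas the solute carrier list as a whole had a median of 0.03 here and the amino acid transporters had −0.28. These measures are unlike. Fig. 4A ranks downregulated gene ontology terms by gene ratio, while the median covers all solute carriers tested, called or not. A median near 0 does not exclude an enrichment among lower genes. Of the solute carriers, 39 were lower and 35 higher by an absolute log2 fold change over 1 (adjusted p-value under 0.05). The paper's text names *Slc6a10* among the lower transporters where Fig. 4C names *Slc16a10*, and 0 genes carry the first symbol in the values used here. The paper reports higher *Slc6a19*, which in the replicate 1 pair had a log2 ratio of −0.01.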

Other observations

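The tests of library depth for hemoglobin, the limits used to read the test of other spleen cells, and the tests of *Tcf7*, of cytokine scaling, of B cell transcripts and of a shared culture were chosen only after the result was seen.

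Of the methionine transporters that the paper lists beside *Slc7a5*, *Slc38a1* had a log2 fold change of −0.35 (standard error 0.0526, 262 to 205.7 CPM), *Slc38a2* of 0.00 (standard error 0.0711, 186 CPM in both groups) and *Slc43a2* of −0.02 (standard error 0.0775, 39.0 to 38.4 CPM). At 606 CPM, *Slc7a5* had the highest value of the 4 genes in DMSO-treated cells, and at 133 CPM it lay below *Slc38a1* and *Slc38a2* with the inhibitor. The replicate 1 pair differed, as *Slc7a5* with the inhibitor, at 41.5 FPKM, stayed above *Slc38a1* at 28.8 FPKM and *Slc38a2* at 28.6 FPKM. The log2 ratios in that pair were −0.77 for *Slc38a1*, −0.43 for *Slc38a2* and 0.52 for *Slc43a2*. CPM is not corrected for transcript length. *Mat2a* had a log2 fold change of −0.81 (standard error 0.0705) and a log2 ratio of −0.55 in the replicate 1 pair. *Lef1* had −0.91 (standard error 0.0611) and 0.11 in the replicate 1 pair. *Klf2* had 0.11 (standard error 0.112). The stem-like T cell list, with 17 genes tested, had a median of 0.21, with 8 genes higher and 4 lower, also when adjusted over the list alone (adjusted p = 0.417 from camera). The median was 0.07 without MAPK13-inhibitors replicate 3. Over the same 17 genes the replicate 1 pair had a median log2 ratio of 0.35, above the middle 95% of random lists (−0.21 to 0.30), and no explanation was tested. *Slamf6* (1.41) and *Satb1* (−1.06) had the smallest p-values.

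*Mapk13* itself was low, at 2.89 ± 0.242 CPM (SD, n = 2) in DMSO-treated cells and 1.05 ± 0.646 CPM (SD, n = 2) with the inhibitor, a log2 fold change of −1.47 (standard error 0.363). The fold change was −2.28 without MAPK13-inhibitors replicate 3 and −0.94 without MAPK13-inhibitors replicate 2. It went the other way in the replicate 1 pair, from 0.191 to 3.28 FPKM. No explanation was tested.

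*Tcf7* was not lower with the inhibitor, at 161 ± 4.18 CPM (SD, n = 2) in DMSO-treated cells and 197 ± 24.8 CPM (SD, n = 2) with the inhibitor, a log2 fold change of 0.29 (standard error 0.0794). It lay between 0.16 and 0.41 with each library left out, and the replicate 1 pair gave a log2 ratio of 0.30. The lowest value under any scaling was 0.29, that of TMM. The other scalings moved the median of all genes upward, by 0.014 with RLE and 0.1252 with library totals. None of them could have lowered *Tcf7*, so scaling is not excluded. Of the 5 transporters that the study reports as lower and that are listed here, 5 were lower in the libraries labelled as inhibitor-treated. The study read them from the same RNA-seq labels, so this count does not test for exchanged labels. For *Slc7a5*, however, the paper also reports lower mRNA by RT-qPCR and lower protein. With exchanged labels, *Slc7a5* would have risen with the inhibitor. As labelled, its log2 fold change was −2.19 (standard error 0.0592), and the replicate 1 pair went from 142 to 41.5 FPKM. The values of this gene argue against exchanged labels. The *Tcf7* values are of mRNA and do not bear on the protein or its phosphorylation.

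Most of the genes tested, 10374 of 16269 (63.8%), had an adjusted p-value under 0.05. With counts thinned to the depth of the smallest library 10145 genes did, 5163 lower and 4982 higher, so the difference in depth, 1.26-fold at most, does not account for it. GC content and length explained little of the fold changes (R squared 0.0123). Replicates 2 and 3 may come from 1 culture per group, in which case the spread between cultures is not measured. Of 10136 called genes with a nonzero ratio in the replicate 1 pair, 66.2% had the same sign there, and of 3619 with an absolute log2 fold change over 1, 70.2% did. The correlation across genes was 0.171, and genes are not independent replicates. No limit was set beforehand for this share, which lies between none and full carry-over, so a shared culture and an effect of the inhibitor cannot be told apart for the called genes as a whole.

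Marker sums in this paragraph were scaled by library totals alone. The summed CPM of 4 hemoglobin genes rose from 5.14 and 4.53 in the DMSO libraries to 89.5 and 62.4 in the inhibitor libraries. The rise was 15.7-fold (12.1 to 19.8 between single libraries), against a depth ratio of 1.26. Depth is therefore excluded. The summed markers rose 1.65-fold for macrophages, 1.51-fold for B cells and 1.07-fold for neutrophils. This leaves RNA from other spleen cells open. B cell markers and the macrophage sum were far above hemoglobin in the DMSO libraries, which would hide a small share, and the 10 neutrophil markers had few counts. The macrophage sum rested mainly on *Cd68* (270 and 253 counts) and on *Mpeg1* (1636 and 1583), chosen after its values were seen. The other macrophage markers had at most 17 counts there and would not hide a small share. The genes of the macrophage list had a median log2 fold change of 1.79. Of the other erythroid genes, 7 rose 2.04-fold as a sum (1.92 to 2.18), on 64 to 176 summed counts per library. This sum leaves out *Car1*, which had 0 counts, and *Ermap*, chosen after its values were seen. *Ermap* rose from 14 and 20 counts to 86 and 79 (log2 fold change 1.88). Erythroid RNA rich in hemoglobin, RNA from other spleen cells and a change of hemoglobin genes in other cells cannot be told apart on these counts and levels. All 8 genes of the list that were tested except 1 were above the floor in both DMSO libraries. *Alas2* (1.48) and *Klf1* (0.25) of the 7 were chosen after their values were seen.

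The libraries of DMSO-treated CD4+ T cells hold B cell transcripts. All 12 B cell markers tested had at least 219 counts in both DMSO libraries, and *Cd74*, the most abundant, had 31743 and 31974. RNA from B cells is a candidate source. Per kilobase of transcript, the ratio of the 12 B cell markers to the 7 CD4 T cell markers was 3.11 and 2.97 in DMSO replicates 2 and 3, 6.43 and 5.82 in the inhibitor replicates, and 0.31 and 0.35 in the replicate 1 pair. The fold changes of replicates 2 and 3 therefore describe cell populations whose make-up may differ from that of the replicate 1 pair.

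Effector cytokine genes had a median of −1.13 in the count table and of 1.45 in the replicate 1 pair. The scaling that brought the list nearest to 0, by library totals and chosen after seeing the data, left −1.01, so scaling does not account for the opposite directions. The list held 32 genes, all above the floor in both DMSO libraries, and 1 is also in another list. Whether the difference lies in the cells or in the library batch was not tested, as the replicate 1 pair has 1 library per group.

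Heat shock and proteotoxic stress genes had a median of 0.13 (13 genes tested, 5 lower and 6 higher, also when adjusted over the list alone, adjusted p = 0.802 from camera), 0.36 without DMSO replicate 2 and 0.0088 without DMSO replicate 3. Their median log2 ratio in the replicate 1 pair was 0.56, above the middle 95% of random lists (−0.25 to 0.32), and no explanation was tested. *Xbp1* (−1.28), *Hsp90aa1* (−0.86) and *Hsph1* (1.38) had the smallest p-values. The Reactome sets for folate (8 genes tested, median −0.27, or −0.40 without MAPK13-inhibitors replicate 3 and −0.18 without MAPK13-inhibitors replicate 2, adjusted p = 0.263 from camera) and for glutathione synthesis (6 genes tested, median 0.06, or 0.10 without DMSO replicate 3, adjusted p = 0.933 from camera) did not pass. The folate set passed with fry alone (adjusted p = 0.0473), within a range of 0.0473 to 0.631 over the alternatives. Of their genes, 5 and 1 were lower and 1 and 3 were higher, also when adjusted over each list alone. The lists of CD8 T cell markers, neutrophil markers and sex genes and the Reactome set for tRNA aminoacylation had fewer than 5 genes tested and were not tested as sets. *Cd8a* had a log2 fold change of −1.41 and *Cd8b1* of −0.60. In the replicate 1 pair both went the other way, *Cd8a* from 0.131 to 0.553 FPKM and *Cd8b1* from 3.36 to 7.84 FPKM. The 10 neutrophil markers summed to between 23 and 35 counts per library. *Xist* had 4 to 15 counts per library, whereas the Y-linked *Eif2s3y* had 2005 to 2520. *Atf4*, chosen after its values were seen, had a log2 fold change of −0.99 (standard error 0.0555).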
